# A computationally inspired in-vivo approach identifies a link between amygdalar transcriptional heterogeneity, socialization and anxiety

**DOI:** 10.1038/s41398-019-0677-1

**Published:** 2019-12-09

**Authors:** Aaron Goldman, Joshua L. Smalley, Meeta Mistry, Harald Krenzlin, Hong Zhang, Andrew Dhawan, Barbara Caldarone, Stephen J. Moss, David A. Silbersweig, Sean E. Lawler, Ilana M. Braun

**Keywords:** Molecular neuroscience, Comparative genomics, Depression, Human behaviour

## Abstract

Pharmaceutical breakthroughs for anxiety have been lackluster in the last half-century. Converging behavior and limbic molecular heterogeneity has the potential to revolutionize biomarker-driven interventions. However, current in vivo models too often deploy artificial systems including directed evolution, mutations and fear induction, which poorly mirror clinical manifestations. Here, we explore transcriptional heterogeneity of the amygdala in isogenic mice using an unbiased multi-dimensional computational approach that segregates intra-cohort reactions to moderate situational adversity and intersects it with high content molecular profiling. We show that while the computational approach stratifies known features of clinical anxiety including nitric oxide, opioid and corticotropin signaling, previously unrecognized druggable biomarkers emerge, such as calpain11 and scand1. Through ingenuity pathway analyses, we further describe a role for neurosteroid estradiol signaling, heat shock proteins, ubiquitin ligases and lipid metabolism. In addition, we report a remarkable behavioral pattern that maps to molecular features of anxiety in mice through counterphobic social attitudes, which manifest as increased, yet spatially distant socialization. These findings provide an unbiased approach for interrogating anxiolytics, and hint toward biomarkers underpinning behavioral and social patterns that merit further exploration.

## Introduction

Anxiety disorders have the highest lifetime prevalence of all psychiatric conditions^1^. Despite the ubiquity of these illnesses, few pharmaceutical breakthroughs in the management of acute anxiety have occurred in the last half-century. Existing medications are either slow to work (on the order of weeks to months), incompletely effective (e.g. various classes of antidepressant and buspirone), or plagued by significant risks, from addiction to ataxia to encephalopathy (e.g. benzodiazepines and barbituates). Neuronal circuits in multiple cerebral subregions including prefrontal cortex, hippocampus and amygdala have been implicated in anxiety^2,3^. Of these, the amygdala has emerged as a critical subregion-of-interest in the molecular pathology of anxiety because of its control over fear generation, anxiety-related outputs such as the relationship between hyperexcitability and a link to anxiety in humans, as well as a direct role in suppression of anxiety-like behaviors^4^. A more complete understanding of acute anxiety at the molecular level could inform and lead to the discovery of novel druggable targets^5^. Identifying the molecular features of anxiety could therefore lead to a revolution in rational, biomarker-driven interventions, which should be enabled using models that closely recapitulate the human condition.

The current paradigm in anxiety research relies on in vivo anxiety models that tend to incorporate two components: (1) an animal with an anxious predisposition, usually pathologically, and (2) a measure of situational adversity. With regard to the former component, transgenic mice that manifest anxiety-like behavior via depletion of key neurotransmitters such as serotonin, or genetic traits such as mutations in SHANK3, are popular but tend to demonstrate exaggerated ‘anxious’ behavior as compared to human forms, or do so in the context of unrelated neuropsychiatric disorders including austic behavior^6,7^. As reviewed in depth by Steimer et al., models that invoke ‘fear induction’^8,9^ and/or directed evolution by selective breeding to produce animals with high basal anxiety also imperfectly recapitulate human anxiety^5^. With regard to the situational adversity measure, several ‘anxiety’ challenges are in use today, but many are traumatic such as stress-induced hyperthermia or the forced swim test^5,10^. While a few studies have attempted to elucidate *trait* anxiety using biochemical and biophysical approaches^11^, which may be defined as a baseline anxious phenotype, a comprehensive interrogation of the molecular heterogeneity of cerebral subregions that elucidate how behavior integrates with transcriptional variability remains unexplored.

Here, we sought to address some of the limitations and gaps in pre-clinical approaches for anxiolytics using a rational, computationally inspired model. The goal was to expose molecular and phenotypic heterogeneity in situational anxiety and link these with social and behavior modeling. We aimed to do so without incorporating grossly pathological animals and without exposing traumatizing stimuli. We exposed genetically and developmentally normal isogenic mice to a battery of behavior tests that elucidated ‘anxiety’ by confronting animals with situational adversity choice^12–15^. We carried out high-throughput sequencing on amygdalar mRNA in order to stratify and subsequently pin-point specific genes associated with the elevated ‘anxiety’ condition. In addition to discriminating a cohort of behavioral metrics that stratify transcriptional patterns for human clinical anxiety and ‘anxiety’ in other contexts, we identified 202 highly interconnected genes. Several genes with well-established links to anxiety were present, as well as a number of genes not previously understood to be implicated in anxiety states. While ‘anxious’ mice displayed anticipated situational aversions, they also manifest unanticipated counterphobic social tendencies. These findings suggest a link between transcriptional heterogeneity and social and situational behavior, have implications for methodology by which to study anxiety and hint toward new druggable anxiolytic targets.

## Results

### Mathematical stratification of three isogenic mouse strains based on heterogeneity of behavioral metrics identifies C57/BL6

We first sought to stratify by generalized behavioral heterogeneity among isogenic mouse models, which we hypothesized would later provide a suitable substrate to link molecular mechanisms associated with anxiety, thus revealing inherently diverse murine strains and mitigating the inherent complications of mutations or directed evolution.

We started with three isogenic mouse strains conventionally used in common research-based animal experiments. Following environmental habituation, age-matched female C57/BL6, DBA/2J and BALB/C mice (*N* = 12 per strain) were exposed to three psychometric tests: the elevated plus maze (EPM), the light/dark box (LD) and the three-chamber social interaction test (SIT), which present the mice with a situational adversity or social challenge, respectively^10,15^ (Fig. 1a). While each of these tests independently represent ‘anxiety-like’ traits^12–15^, and anxiolytics have shown activity in each model including the SIT^16^, our primary intent was to identify strains with inherent diversity of behavior including social cues.

**Fig. 1:**
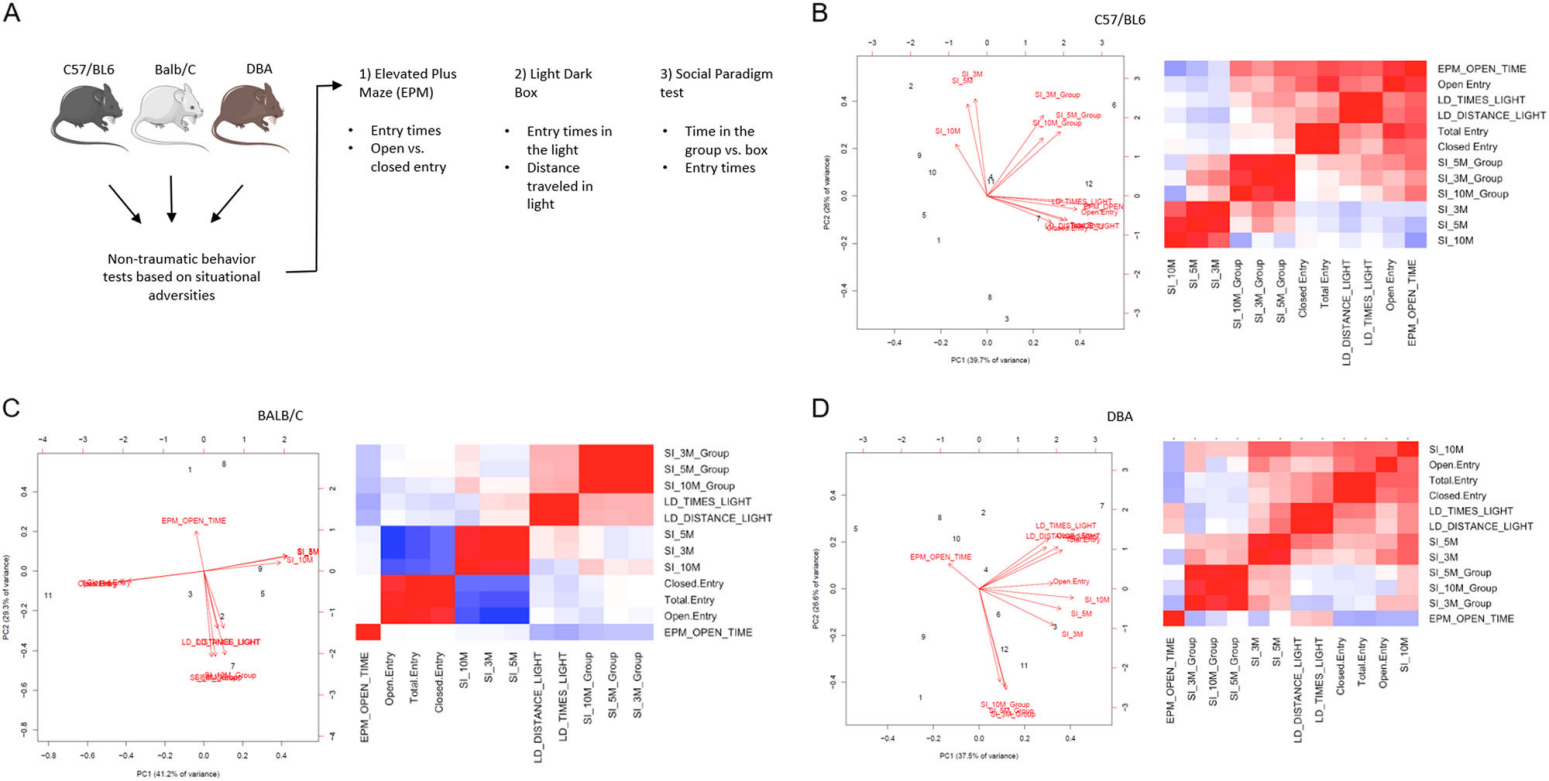
Unbiased mathematical stratification of three isogenic mice strains based on behavioral metrics identifies intra-cohort variability in C57/BL6. **a** Experimental design describes the behavior tests and quantitative metrics deployed to study three isogenic strains of mice, *N* = 12 per cohort. **b**–**d** Centered and standardized principal component analysis (PCA) plots and Pearson correlation matrices segregate the quantitative metrics for elevated plus maze (EPM) entry times into the open or closed arms, social interaction (SI) based on time in the box or group at 3, 5 or 10 min, and the light/dark test (LD) based on time or distance in the light in C57/BL6 (**b**) BALB/C (**c**) or DBA (**d**) mice.

Twelve quantitative parameters from psychometric testing were incorporated into a mathematical strategy, stratifying behavioral metrics using principal component analyses (PCAs). Results from the PCA defined two distinct subgroups of C57/BL6 mice, primarily separated by SIT variables, and secondarily by LD and EPM times, which are visualized in the Pearson correlation matrix (Fig. 1b). In contrast to DBA and BALB/C, C57/BL6 demonstrated a unique degree of variance between phenotypes (as evidenced by the variance carried by PC1 and PC2), as well as unbiased clustering into two clear groups with principal components (Fig. 1c, d). These data suggested that C57/BL6 mice display a clear and defined range of heterogeneity among all cohorts tested.

### Unbiased integration of amygdalar gene transcription and behavior metrics stratify ‘anxiety’ in C57/BL6

We next sought to interrogate the transcriptomic profile of the amygdalae of C57/BL6 mice. Following rapid decapitation (to mitigate induction of stress-induced gene expression profiles), bi-lateral amygdala resections were performed (Supplementary Fig. 1). 

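Bilateral amygdalae from 12 female C57/BL6 mice, an inbred strain whose animals are close to genetically identical, were sequenced with 1 stranded mRNA library per mouse and single-end reads of 75 bp. The authors trimmed the reads, aligned them to the mm10 build with STAR, estimated transcript abundance with Salmon and collapsed it to genes with tximport. The values used here are the estimated counts that the authors deposited for 47729 genes, as whole numbers and without normalization. The total per mouse was 32682574 estimated counts in mouse 5, which belongs to no anxiety group, and ran from 31745630 to 45142355 in the others. The median total was 37055198 in the 3 less anxious mice (range 36169009 to 40120236), 36205614.5 in the 4 anxious mice (31745630 to 38049229) and 40644746.5 in the 4 more anxious mice (33278984 to 45142355). The 10 genes with the highest counts took between 10.2% and 14.8% of the total of a mouse. No library matched another within sampling noise, since the mean chi-square per gene between libraries was at least 21.2 over the 66 pairs of mice, against about 1 for repeated sampling of one library. The anxiety group of each mouse and its behavior measures were taken from the sample labels, which name the groups as Fig. 2b colors them, and no sequencing batch is named there. From the estimated counts, edgeR's TMM factors set the scale between mice and DESeq2's variance-stabilizing transform, fitted without the groups, gave the values for PCA. Genes with at least 10 reads in total over 11 mice (26963 of them) entered edgeR's tests of the groups. Salmon divides reads that fit several transcripts, so the counts of pseudogenes and of near-identical or overlapping genes are less certain than the totals imply.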

After confirming the histology of the resected amygdala, isolated messenger ribonucleic acid (mRNA) was subjected to Illumina NextSeq500 sequencing. Initial exploratory analysis established a clear outlier in the data (Supplementary Fig. 2). This sample was omitted and downstream analysis was performed on samples from the 11 remaining mice. 

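In a PCA of the 12 mice on variance-stabilized counts, after the exploratory filter of the methods was applied to the genes with a read (6486 genes left), mouse 5 had the highest scores on both of the leading components, 17.3 on PC1 (27.0% of the variance) and 19.5 on PC2 (14.5%). The other mice lay between -20.7 and 14.8 on PC1 and between -10.6 and 15.3 on PC2. The signs were set so that mouse 5 had positive scores. In size, its PC1 score was below that of mouse 9 (-20.7), while its PC2 score was the largest. The median distance of mouse 5 to the other mice was 40.1, and the largest such distance among the others was 36.4, in mouse 9. With all 34592 genes that had a read, PC1 carried 19.0% of the variance and mouse 5 had a score of 43.7, while the others ranged from -23.8 to 11.2. The total count of mouse 5 was within the range of the other mice, but a read fell on 23768 genes in mouse 5, compared with 26378 to 28196 genes in the others. With the filter over all 47729 deposited genes, as the methods state it and run here after seeing the data, 8648 genes were left. Mouse 5 then had the highest positive score on PC1 (10.5, 30.4% of the variance). Mice 9 and 11 lay farther out on the other side (-16.7 and -11.3). On PC2 the score of mouse 5 (7.20) was below that of mouse 3 (10.8). The median distance of mouse 5 to the other mice (23.3) was below that of mouse 9 (24.2). From its place in the PCA, the paper treats this mouse as an outlier.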

Quantitative measures from the behavioral tests for each mouse included: from the EPM, total entries and percentage of time spent on the open arms; from the LD, percentage of time spent in the light and percentage of distance spent in the light; from the SIT, percentage of time spent in the box (i.e. beside the stranger mouse) in the first 3, 5 and 10 min of the experiment.

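The PCA after removal of mouse 5 used variance-stabilized counts of the 34511 genes with a read in any of the 11 mice, centered and not scaled. PC1 carried 20.2% of the variance, PC2 14.7%, PC3 12.9%, PC4 10.6% and PC5 8.89%, and these components together carried 67.3%. When each mouse was left out in turn, the share of PC1 varied with an SD of 1.03 percentage points and that of PC2 with an SD of 0.456 over the 11 PCAs. The transform moved the shares. PC1 to PC5 together carried 71.1% with DESeq2's rlog, 69.3% with the exploratory filter over genes with a read and 59.5% with log2 CPM. These shares of PC1 to PC5, 67.3% included, all lay below the one that the paper states. The paper's text does not name the transform it used. With rlog, PC1 carried 21.3% and PC2 16.1%, the nearest of the settings tried to the shares that the paper states for them. The PC1 and PC2 scores used here come from the variance-stabilizing transform and may differ from those of the paper.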

A PCA was performed, focusing on the top five principal components, which cumulatively explains 90% of the variance in the gene expression data. To evaluate the relationship between behavior and the top principal components in a systematic manner, we computed pairwise Pearson correlations. We determined PC1, which explains 21% of the variance, to be negatively correlated with the SIT measures and PC2, which explains 16% of the variance, to be highly positively correlated with the EPM and LD test measures (Fig. 2a and Supplementary Figs. 3–4). These findings suggested that the first two principal components could be used as a proxy for the behavioral test measures to help simplify the linear model and reduce the risk of overfitting.

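In the 11 mice, the sign of PC2 was set so that less anxious mice had the higher mean score and that of PC1 so that it fell with the 10-min box:zone ratio, as in Fig. 2a. PC2 rose with the percentage of time on the open arms of the EPM (Pearson r = 0.651, permutation p = 0.0275; Spearman rho = 0.700, permutation p = 0.0198). Its correlation with total entries was weaker (r = 0.459, permutation p = 0.153; rho = 0.533, permutation p = 0.0946). For the LD test, PC2 had r = 0.592 with the percentage of distance in the light (permutation p = 0.0522; rho = 0.545, permutation p = 0.0867) and r = 0.503 with the percentage of time in the light (permutation p = 0.116; rho = 0.627, permutation p = 0.0429). PC1 was related to the SIT with r = -0.582 at 3 min (10 mice, permutation p = 0.0780; rho = -0.539, permutation p = 0.115), r = -0.412 at 5 min (permutation p = 0.209; rho = -0.345, permutation p = 0.301) and r = -0.504 at 10 min (permutation p = 0.109; rho = -0.327, permutation p = 0.327). All tests were two-sided. After Benjamini-Hochberg adjustment over these 7 relations, the p-values lay between 0.163 and 0.209. They belong to 35 relations of PC1 to PC5 with the measures, of which 2 had a permutation p under 0.05 (chance gives about 1.75) and none an adjusted p under 0.472. The largest was that of PC3 with total entries (r = 0.703, permutation p = 0.0153; rho = 0.697, permutation p = 0.0207; r = 0.265 without mice 2 and 12, the most extreme on PC3). At 3 min, PC4 had r = 0.603 (permutation p = 0.0664; rho = 0.515, permutation p = 0.133; r = 0.465 without mice 1 and 9), no smaller in size than that of PC1. For PC4, r was 0.546 at 5 min (permutation p = 0.0810) and 0.435 at 10 min (permutation p = 0.181), larger in size than for PC1 only at 5 min. Without mice 6 and 9 these became 0.764 and 0.744. Without mice 3 and 9, which had the most extreme PC2 scores, r was 0.782 for open-arm time and 0.598 for total entries, but fell to 0.340 for distance in the light and 0.224 for time in the light, so that the LD relations rest on those mice. Without mice 6 and 8, the most extreme on PC1, r was -0.795, -0.761 and -0.763 at 3, 5 and 10 min. The exploratory filter moved the open-arm relation most, to r = 0.446 over genes with a read (permutation p = 0.170) and to r = 0.392 over all deposited genes (permutation p = 0.235), the latter chosen after seeing the data. From the 2 sets of correlations, the paper proposes that PC1 and PC2 can stand in for the behavior measures.

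**Figure D1:**
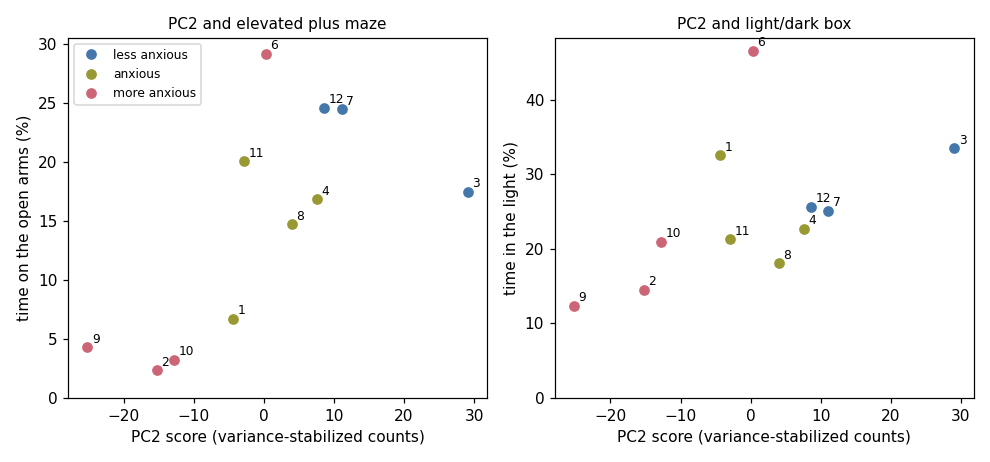
PC2 score of each of the 11 mice on the x axis against its percentage of time on the open arms of the EPM (left) and in the light (right) on the y axis, with points labeled by mouse number and colored by anxiety group. Mouse 6, from the more anxious group, has the highest value of both measures (29.2% and 46.6%) at a PC2 score near 0.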

**Fig. 2:**
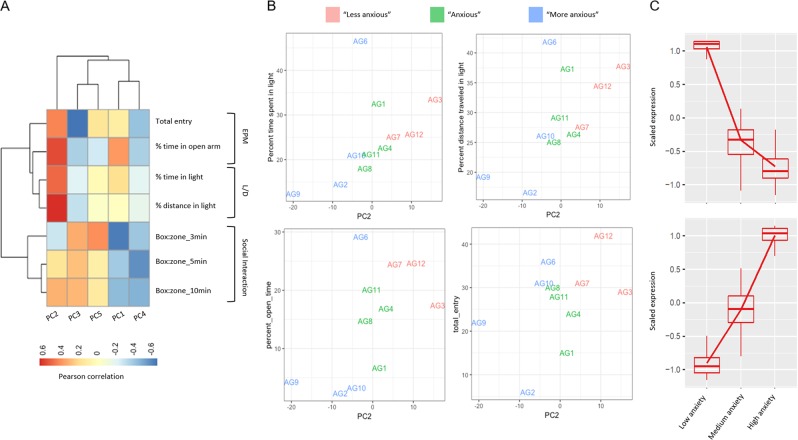
Evaluating the relationship between behavior and the top principal components in a systematic manner. **a** Linear relationship between the first five principal components and psychometric test measures determined using Pairwise Pearson correlation matrix. *N* = 11 mice in C57/BL6 cohort. **b** Principal component analysis shows the relationship between three categories of C57/BL6 based on the separation along the PC2 axis. *N* = 11 mice. **c** Box and whisker plots quantify the scaled expression of genes from RNA-seq from a mice cohort segregated into categories of anxiety based on tertiles of PC2 eigenvalues. *N* = 3 (low anxiety), *N* = 4 (medium anxiety), *N* = 4 (high anxiety).

Since PC2 correlated well with two of the three behaviors, we used this as our main effect in the linear model and included PC1 as a covariate. 

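On PC2, the 3 less anxious mice had a mean score of 16.2 ± 11.2 (SD; range 8.57 to 29.1), the 4 anxious mice 1.07 ± 5.67 (SD; range -4.40 to 7.59) and the 4 more anxious mice -13.3 ± 10.5 (SD; range -25.2 to 0.280). The scores of the anxious and more anxious groups overlapped, since mouse 6 of the more anxious group scored above the anxious mice 1 and 11. With rlog in place of the variance-stabilizing transform, the 11 mice fell into the 3 groups in order along PC2 without overlap. No other setting tried gave this order, so the overlap may stem from the transform used here. With the variance-stabilizing transform, the R2 of the PC2 score on the groups was 0.689. Since the groups were made from PC2, their separation on it is not an independent test.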

Rather than using PC2 as a continuous variable, we separated samples into three groups (“less anxious”, “anxious” and “more anxious”) based on tertiles of the PC2 value (Fig. 2b). We used the likelihood ratio test (LRT) as part of the R Bioconductor package DESeq2 (R Bioconductor package DESeq2, accessed 1/4/19) to identify genes that showed any significant expression change across the three categories of anxiety. At an FDR < 0.05, we observed a total of 209 genes (202 well-characterized) to be differentially expressed (Table S1). 

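Any change across the 3 groups was tested with the PC1 score as a covariate. The edgeR test covered the 26963 genes with at least 10 reads and the DESeq2 test 34511 genes. The p-values of these group tests concern any difference among the 3 groups, also where a named gene's log2 fold change stands beside them. Each log2 fold change compares more with less anxious mice only. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes had an adjusted p-value under 0.05, and both were higher in the more anxious than in the less anxious mice. An unadjusted p-value under 0.05 was found for 1713 genes (6.35% of those tested). The same model with the LRT of DESeq2, the tool that the paper names, gave 195 genes at an adjusted p-value under 0.05 by that test with Benjamini-Hochberg adjustment, 164 of them higher and 31 lower in the more anxious mice. Of the 202 genes in Table S1, 201 were found by name among the deposited estimated counts. The edgeR test called 1 of these and the DESeq2 test 173. All 201 had an unadjusted p-value under 0.05 in edgeR (from 1.64e-06 to 0.0265), and all 201 passed when the adjustment was made over the list alone, which shows no stability because the list was drawn from the same mice. The log2 fold changes of more against less anxious mice, across these genes, had a Pearson r of 0.998 with the log ratios of Table S1, and 200 of the 201 had the same sign. Genes are not independent replicates. One gene called by edgeR was CAAA01147332.1, on the unplaced scaffold JH584295.1, at 3.38 ± 0.986 CPM in less anxious (SD, n = 3), 5.21 ± 0.649 in anxious (SD, n = 4) and 11.45 ± 3.01 in more anxious mice (SD, n = 4), with a log2 fold change of 1.80 (standard error 0.22, adjusted p = 0.0221 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other was the pseudogene Pgam1-ps2, which is named because it was called and was chosen after its values were seen. It had reads only in mouse 9 (1707) and mouse 11 (354). In simulated counts with 200 changed genes, the edgeR test recovered 89.5% of them among 192 calls, 13 of which were false. The DESeq2 test recovered 96.0% among 276 calls, 84 of which were false. The simulated changes were larger than the log ratios of most Table S1 genes. The shares recovered therefore do not show how either test performs at the size of those log ratios.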

Clustering of these genes based on expression levels revealed two prominent expression patterns (Fig. 2c). 

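The 201 Table S1 genes with deposited estimated counts were followed across the groups as z-scores of log2 CPM. Of the 164 genes with a positive log ratio in Table S1, 149 rose at both steps, from less anxious to anxious and from anxious to more anxious mice. Their median z-score was -1.08, -0.084 and 0.897 in the 3 groups, so that the steps were of similar size (medians 0.983 and 0.999). Of the 37 genes with a negative log ratio, 26 fell at both steps. The median of their changes was -1.36 from less anxious to anxious and -0.717 from anxious to more anxious mice. No value overlapped between the less and more anxious mice for 138 of the rising and 25 of the falling genes. Among all 15891 genes above a mean of 1 CPM this held for 1593 (10.0%), where chance gives 5.71% for 3 mice against 4. As the groups were made from PC2 of the same expression data, this chance share is no independent benchmark.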

The majority of significant genes (172) appeared to steadily increase expression with anxiety, and a smaller set (37) exhibited a marked decrease in expression between the “less anxious” and “anxious” group with expression continuing to decrease (although to a lesser degree) moving to “more anxious”.

These results suggest that the phenotypic heterogeneity observed from the behavioral data also manifests at the transcriptional level in the amygdala of an isogenic mouse model. 

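Expression was also tested against each behavior measure of the mice directly, without groups or covariates. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes were associated with the percentage of time in the light, 4 with the box:zone ratio at 3 min, 3 at 5 min and 6 at 10 min at an adjusted p-value under 0.05. No gene was associated with the percentage of distance in the light, open-arm time or total entries, for which 1565, 1575 and 1879 genes had an unadjusted p-value under 0.05 (5.80%, 5.84% and 6.97% of the genes tested). The genes called for a measure were chosen after their values were seen. They were Padi6 and Gm15387 for time in the light, Fam205a2, Fam205a3, Ptch1 and Gm15387 at 3 min, and Gm28453, Olr1 and Rpl7a-ps11 at 5 min. At 10 min they were the same genes as at 5 min with Gm14491, Ece1 and 4930500F04Rik. Ptch1 and Ece1 had at least 3 reads in all 11 mice, and each of the others in at most 4. DESeq2's LRT gave between 14 genes, for the time in the light, and 164 genes, for the box:zone ratio at 3 min. Of the 201 Table S1 genes, 48 had an unadjusted p-value under 0.05 for the percentage of distance in the light, 41 for open-arm time, 26 for total entries and 3 for the time in the light, and 15, 3 and 14 for the box:zone ratio at 3, 5 and 10 min. No Table S1 gene passed for any measure when the p-values were adjusted over the list alone. Of the 164 rising Table S1 genes, 162 fell with the percentage of distance in the light, 149 with time in the light, 152 with open-arm time and 153 with total entries. For the box:zone ratio the number was 33 at 3 min, 142 at 5 min and 157 at 10 min. These genes were selected across groups made from PC2, so their directions are not independent of it. From the genes changed across the groups, the paper proposes that the heterogeneity in behavior is also present in the transcription of the amygdala.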

Using simple linear modeling, we were able to incorporate measures from three different anxiety-related behavior tests to identify sets of genes that show significant changes in expression with anxiety.

### Situational adversity avoidance identified in computationally derived ‘anxious’ phenotypes

After stratifying mice based on the range of ‘anxiety’ (low, medium and high), we interrogated the data from the LD and EPM tests. ‘Anxiety’-defined features derived from LD and EPM^12^, which were used to classify and segregate mice as described above (i.e. % time in light box, % distance traveled in light box, % time in open arm and total entry from EPM), mapped to the expected phenotype in each cohort (Fig. 3a–f). 

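The time on the open arms was 22.2% ± 4.09 (SD, n = 3) in the less anxious mice, 14.6% ± 5.68 (SD, n = 4) in the anxious mice and 9.78% ± 13.0 (SD, n = 4) in the more anxious mice, with medians of 24.5%, 15.8% and 3.78%. Total entries had means of 34.0 ± 7.00 (SD, n = 3), 24.2 ± 6.65 (SD, n = 4) and 23.8 ± 13.2 (SD, n = 4), with medians of 31.0, 26.0 and 26.5. In the LD test, the time in the light was 28.1% ± 4.72 (SD, n = 3), 23.7% ± 6.26 (SD, n = 4) and 23.6% ± 15.8 (SD, n = 4), with medians of 25.7%, 22.0% and 17.7%. The distance in the light was 33.3% ± 5.18 (SD, n = 3), 29.5% ± 5.50 (SD, n = 4) and 26.0% ± 11.4 (SD, n = 4), with medians of 34.5%, 27.8% and 22.7%. The means fell from less anxious to more anxious mice for each measure, as did the medians except that of total entries between the anxious and more anxious mice, but no trend passed its test. The correlation of group order with the measure was -0.537 for open-arm time (exact permutation test, p = 0.0906), -0.412 for total entries (exact permutation test, p = 0.215), -0.384 for distance in the light (exact permutation test, p = 0.239) and -0.181 for time in the light (exact permutation test, p = 0.606). These tests were two-sided over the 11550 arrangements of the 11 mice, and after Benjamini-Hochberg adjustment over 8 trends the smallest value for these measures was 0.362. The paper made the groups from PC2 because PC2 correlated with these same measures. None of these tests, nor those that leave out a mouse, is therefore independent of the measures. In the more anxious group, the open-arm time of mouse 6 was 29.2%, while mice 2, 9 and 10 lay between 2.33% and 4.30%. Without mouse 6, the trend was -0.890 for open-arm time (exact permutation test, p = 0.00143), -0.718 for time in the light (exact permutation test, p = 0.0186) and -0.731 for distance in the light (exact permutation test, p = 0.0176), and with any other mouse left out no trend passed.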

In validation of our stratification methodology, we determined that ‘anxious’ mice displayed tendencies that were not selected-for by the bioinformatics approach. For example, median distance traveled in both light and dark rooms trended lower in the ‘high anxiety’ vs. medium and low anxiety phenotypes (Fig. 3g, h), indicating an overall stagnation or relative ‘freezing’ of movement, which has tied previously to ‘anxious’ behavior arising from the amygdalae^17^. In accord with these data, median zone entries (i.e., moving between the light and dark rooms) trended lower from low ‘anxious’ mice toward the ‘high anxiety’ phenotype (Fig. 3i).

**Fig. 3:**
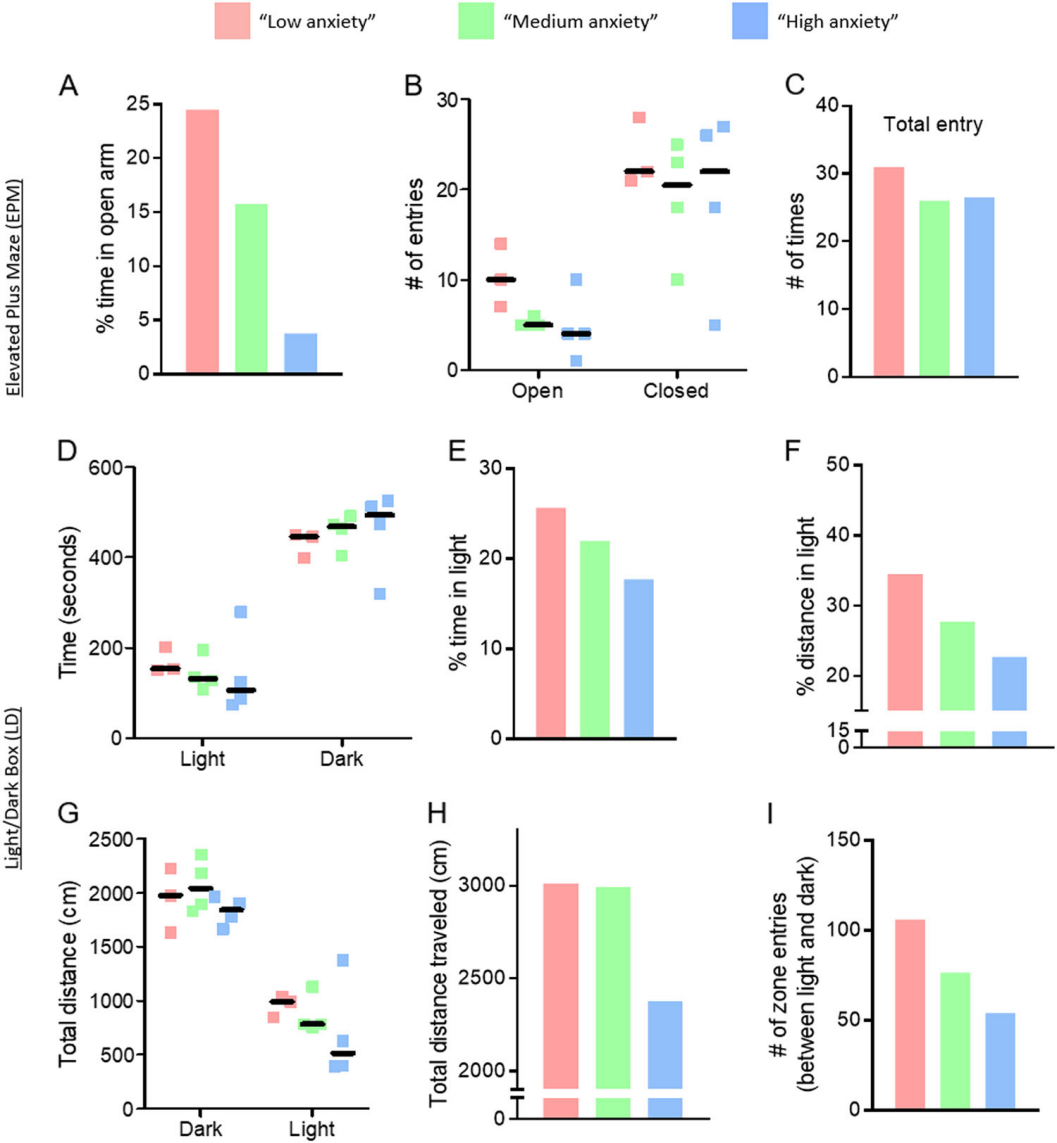
Characterizing situational adversity in ‘anxiety’. Scatter plots show the quantification of EPM metrics (**a**–**c**) and LD metrics (**d**–**i**) for mice categorized in different ranges of anxiety. Hash mark indicates median.

### Counterphobic social attitude characterizes the behavior of computationally derived ‘anxious’ phenotypes

Next, we interrogated the SIT data after stratifying by ‘anxiety’. The SIT, comprising a three-chamber model in which a previously habituated mouse is introduced to a ‘stranger’ mouse, provides an opportunity for direct (box) or distant (zone) socialization^8^ (Fig. 4a). Indeed, the SIT test is a measure of social anxiety^5,16^, which provides our analysis with greater multidimensionality. Conventionally, anxiety in the SIT paradigm is interpreted as low relative time spent in social contact, i.e., box vs. zone and low overall time with the stranger, i.e., box and zone^18^. In contrast to this convention, we determined that ‘high anxiety’ mice tended to spend relatively more time in the box than other phenotypes over the course of 10 min, preferring also to remain in the ‘stranger’ chamber, as evidenced by significantly longer time in the zone (Fig. 4b, c, *p* < 0.01) and median total-time in both the zone and box compared to other phenotypes (Fig. 4d). However, we determined that while the ‘high anxiety’ mice spent more time in the box vs. zone in the first 3 min than either of the other two phenotypes, this behavior diminished over the course of the 10-min experiment as they remained in the zone longer (i.e., increased distant vs. direct socialization) (Fig. 4e). In contrast, lower ‘anxiety’ phenotypes increased social behavior, as evidenced by a mean increase in the time spent in the box vs. the zone over 10 min (Fig. 4e).

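The sample labels give each mouse's box:zone ratio, the time in the box relative to that in the zone, over the first 3, 5 and 10 min, where Fig. 4e shows differences of group averages in time. At 3 min the ratio was 1.22 ± 0.515 (SD, n = 4) in more anxious mice, 1.03 ± 0.110 (SD, n = 3) in anxious mice and 0.876 ± 0.7504 (SD, n = 3) in less anxious mice. Mouse 4, in the anxious group, had no value at 3 min. The trend across the groups was smaller than the spread between mice (correlation with group order 0.312, exact permutation test, two-sided p = 0.374). At 10 min the ratio of the more anxious mice was 0.987 ± 0.451 (SD, n = 4), below that of the anxious mice (1.16 ± 0.423, SD, n = 4) and of the less anxious mice (1.37 ± 1.09, SD, n = 3), a trend of -0.259 (exact permutation test, two-sided p = 0.466). Without mouse 3, this trend was 0.158.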

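From 3 to 10 min, the box:zone ratio changed by -0.236 ± 0.308 (SD, n = 4) in the more anxious mice, 0.313 ± 0.181 (SD, n = 3) in the anxious mice and 0.493 ± 0.477 (SD, n = 3) in the less anxious mice. The correlation of this change with group order was -0.723 (10 mice, exact permutation test over 4200 arrangements, two-sided p = 0.0188). Adjusted over the 8 trends tested, the value was 0.150. Of 10 fits that each left out a mouse, 9 had an exact permutation p under 0.05 before adjustment. The exception was the fit without mouse 3, which gave the weakest trend (-0.638, exact permutation p = 0.0659). The change was between -0.640 and 0.0505 in the more anxious mice and between 0.105 and 0.430 in the anxious mice. Among the less anxious mice it was lowest in mouse 12, at -0.0225. The paper states that social behavior increased over time in the groups with lower anxiety.

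**Figure D2:**
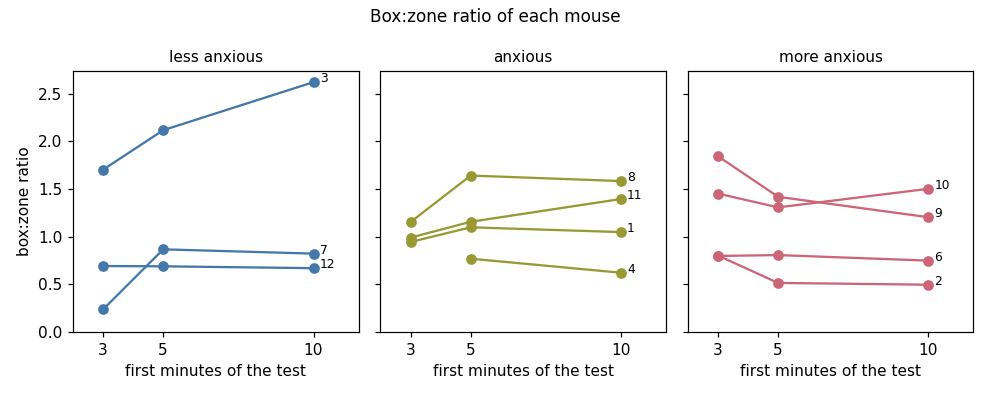
Box:zone ratio of each mouse (y axis) over the first 3, 5 and 10 min of the SIT (x axis), in 1 panel per anxiety group, with lines labeled by mouse number. The ratio of mouse 3 rises to 2.62, and that of mouse 9 falls from the highest value of the more anxious group at 3 min, 1.84.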

**Fig. 4:**
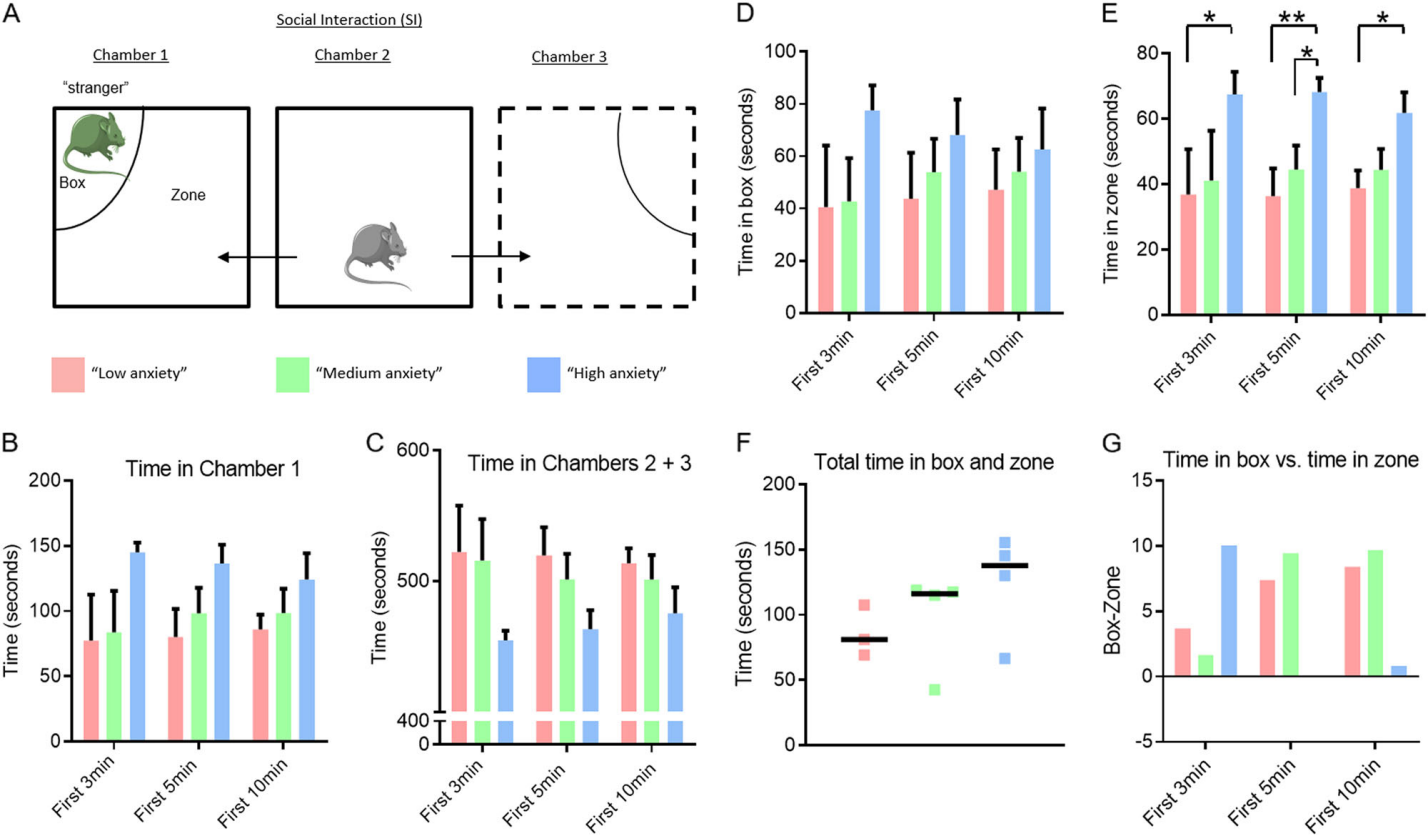
Characterizing social behavior in ‘anxiety’ identifies counterphobic behavior. **a** Schematic illustrates the three-chamber social paradigm test. **b**, **c** Histogram depicts the time spent in the box (**b**) or zone (**c**) in the first 3, 5 or 10 min of the experiment. Error bars indicate SEM. *p < 0.05, **p < 0.01 by *T*-test. **d** Histogram quantifies the total time spent in both the box and zone of each mouse phenotype. **e**) Histogram quantifies the amount of time the mice spent in the box vs. the zone in the first 3, 5 or 10 min of the experiment calculated as the cohort average time spent in the box subtracted from cohort average time spent in the zone.

### Validation of intra-cohort ‘anxiety’ via amygdalar transcriptional profiling

We sought to test whether the gene expression changes among ‘anxiety’ phenotypes correlated with known behavioral pathways. First, we employed ingenuity pathway analysis (IPA) to perform unbiased interrogations of critical canonical and signaling pathways. Primarily, the most over-represented ontological terms were associated with behavior, emotion and learning (Fig. 5a). Of note, we did not identify ontologies associated with more severe stresses such as restraint stress.

**Fig. 5:**
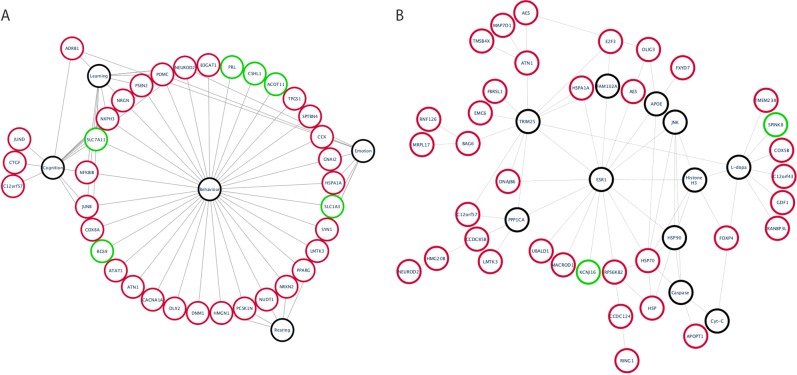
Gene ontology and imputed nodes of ‘anxiety’. The 202 ‘anxiety’ gene signature was analyzed using IPA core analysis. **a** Over-represented gene ontology (GO) terms were identified. The most over-represented term was behavior and its sub-terms: learning, rearing, emotion and cognition. These were assembled into a network diagram showing the terms and the genes associated with each term. Red and green nodes show up- or downregulated genes respectively, black nodes are GO terms. **b** Protein interaction networks were assembled using known interactions in the IPA database. Nodes were imputed that showed two or more interactions with protein products of the genes in the signature. In this way, a large protein network was created. Black nodes are imputed proteins or GO terms whereas red and green nodes show up- or downregulated genes, respectively, from the gene signature.

Next, we identified several canonical pathways involving neuron-specific signaling and responses to stress. The most significant pathway identified was the opioid signaling pathway, which frequently associates to anxiety in other contexts^19,20^. This was due to an overall increase in the expression of GNAI2, EGR4, CLTB, RPS6KB2, POMC and CACNA1A (Table S2). 

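All 6 genes had higher counts in the more anxious than in the less anxious mice, and none had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Gnai2 (chromosome 9, 107614125 to 107635367, GRCm38) had 135 ± 15.5 CPM in less anxious (SD, n = 3), 145 ± 34.1 in anxious (SD, n = 4) and 280 ± 64.9 in more anxious mice (SD, n = 4), a log2 fold change of 0.99 (standard error 0.18, adjusted p = 0.114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cacna1a (chromosome 8, 84388440 to 84640246) rose from 74.5 ± 19.6 CPM (SD, n = 3) to 101.6 ± 21.8 (SD, n = 4) and 184 ± 49.7 (SD, n = 4), a log2 fold change of 1.29. The log2 fold changes of Egr4, Cltb and Rps6kb2 were 1.18, 0.41 and 0.86, with standard errors of 0.26, 0.10 and 0.20. Rps6kb2 overlaps Coro1b on the other strand. Pomc was highest in the anxious mice, at 3.23 ± 2.88 CPM (SD, n = 4), against 0.917 ± 0.102 (SD, n = 3) in less anxious and 1.23 ± 0.266 (SD, n = 4) in more anxious mice, and its log2 fold change of 0.49 was smaller than its standard error of 0.58. The adjusted p-values of the 6 genes in edgeR's test ran up to 0.667. That test is of any difference among the 3 groups, so the value of Pomc does not test its rise alone. Adjusted over the 6 genes alone, all 6 were under 0.05, which shows no stability because they were taken from the paper's own calls. With DESeq2's LRT and Benjamini-Hochberg adjustment, all but Pomc (adjusted p = 0.0579) were under 0.05, down to 5.93e-07 for Gnai2. With a GC offset in that test, chosen after seeing the values, only Gnai2 and Cacna1a stayed under 0.05. The log2 fold change of Egr4 was 0.68 with a GC offset in edgeR. When each mouse was left out in turn, the log2 fold change of Gnai2 stayed between 0.79 and 1.13. That of Pomc stayed between 0.25 and 1.08. Pomc was highest in mice 11 and 4 (7.18 and 3.55 CPM). Those mice also had the highest means of the pituitary genes Cga, Tshb, Pou1f1 and Dlk1, although mouse 8, next in that mean, had 0.893 CPM. Pituitary tissue in those samples was not ruled out for Pomc.

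**Figure D3:**
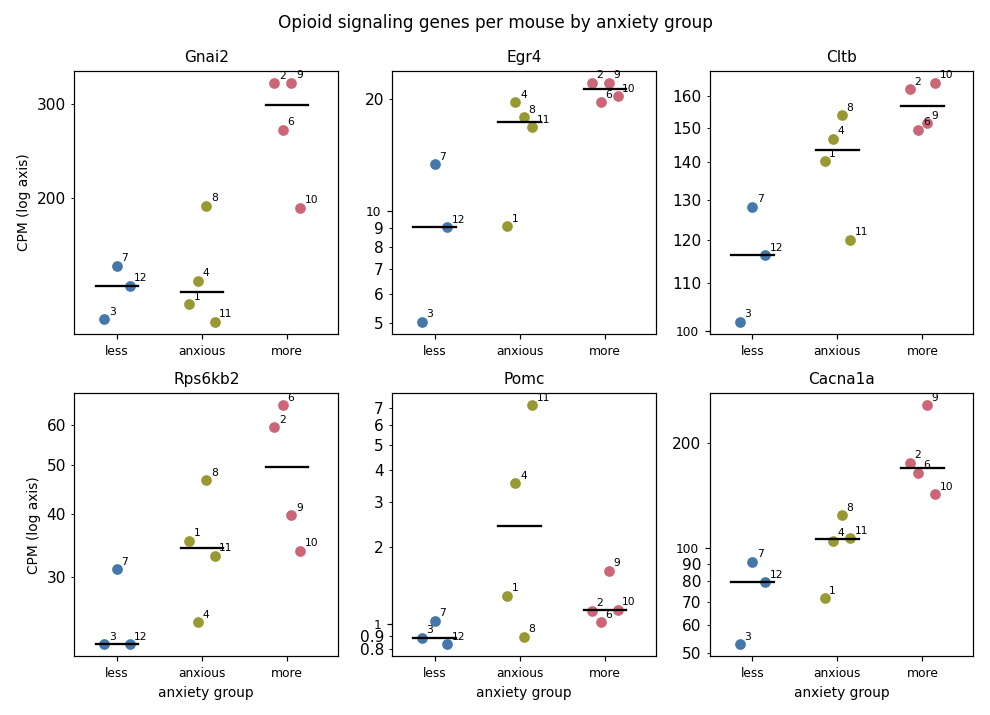
Normalized counts (CPM, log axis) of the 6 genes in each of the 11 mice, by anxiety group on the x axis, with points labeled by mouse number and lines at the group medians. The 4 more anxious mice lie above the 3 less anxious mice for every gene but Pomc, for which mouse 11 of the anxious group has the highest value.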

To assess the expression of these genes in other subregions, we used freely accessible data available in the Human Protein Atlas (HPA) and quantified the relative gene expression levels of each across multiple regions of the brain in both human and mouse (Supplementary Fig. 5A). Notably, while the HPA mRNA sequencing dataset indicated minimal to no expression of POMC in mouse brain, we queried the Allen Brain in situ hybridization (ISH) dataset, which identified different profiles across the regions of the murine brain (Supplementary Fig. 5B). 

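Further genes that Table S2 lists for these pathways were Pik3r3, Adrb1, Vegfb, Pfn1, Jund and Junb. Jund had the smallest adjusted p-value of the 6 (0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies on chromosome 8 of GRCm38 from 70698949 to 70700616 and had 50.2 ± 8.83 CPM in less anxious (SD, n = 3), 74.4 ± 13.3 in anxious (SD, n = 4) and 116 ± 22.8 in more anxious mice (SD, n = 4). Its log2 fold change of more against less anxious mice was 1.18 (standard error 0.17). Junb, which overlaps Prdx2 on the other strand, had a log2 fold change of 1.10 (standard error 0.31). Smaller rises were found for Adrb1 (0.51), Pfn1 (0.48) and Vegfb (0.38), with standard errors from 0.10 to 0.12. Pik3r3 fell by 0.33 on the log2 scale, from 49.2 ± 3.86 CPM (SD, n = 3) to 38.9 ± 1.11 (SD, n = 4). All 6 had an unadjusted p-value under 0.05 and passed when adjusted over the 6 alone, which was fixed by taking them from calls on the same mice. With a GC offset, the unadjusted p-value of edgeR was 0.431 for Vegfb and 0.0556 for Junb. In all, 5 had an adjusted p-value under 0.05 in DESeq2's LRT with Benjamini-Hochberg adjustment, the exception being Vegfb (adjusted p = 0.0611).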

We also identified pathways involved in nitric oxide signaling, WNT/PCP signaling and corticotropin signaling, which map to known phenotypes in anxiety^21–23^.

### Novel transcriptional profiles as putative druggable targets identified in ‘anxiety’

In addition to the evidence above—that known biological pathways and ontologies associated with state anxiety, which validated our overarching approach to stratify isogenic mice based on a cadre of behavioral metrics integrated with RNA transcription—we also pin-pointed novel changes in gene transcription that may serve for future interrogation as novel biomarkers. 

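Among the Table S1 genes, Capn11 had the largest rise from less to more anxious mice, Scand1 the third largest and Pparg the fifth largest, with Gm10132 and Gm4459 between them, which are named only for their place in this order. Capn11 (calpain 11, chromosome 17, 45630204 to 45659325, GRCm38) had 0.111 ± 0.0869 CPM in less anxious (SD, n = 3), 3.21 ± 3.61 in anxious (SD, n = 4) and 4.03 ± 4.44 in more anxious mice (SD, n = 4), from 1 to 8 reads in the less anxious mice and 41 to 470 in the more anxious mice. The log2 fold change was 5.22 with a standard error of 1.48 (adjusted p = 0.692 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.0613 by DESeq2's LRT). In the anxious group it was split between mice 4 and 8 (203 and 267 reads) and mice 1 and 11 (6 and 5 reads). Scand1 (chromosome 2, 156311847 to 156312704), which overlaps Cnbd2 on the other strand, rose from 3.51 ± 0.162 CPM (SD, n = 3) to 6.67 ± 1.26 (SD, n = 4) and 16.2 ± 6.92 (SD, n = 4), with no overlap between the 3 groups. Its log2 fold change was 2.20 (standard error 0.30, adjusted p = 0.0804 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 2.87e-10 by DESeq2's LRT). Pparg (chromosome 6, 115360951 to 115490399) had 1.57 ± 1.58 CPM (SD, n = 3), 0.912 ± 0.245 (SD, n = 4) and 5.32 ± 3.10 (SD, n = 4), and the value of mouse 7 in the less anxious group, 135 reads, lay within the range of the more anxious mice. Its log2 fold change was 1.81 (standard error 0.58, adjusted p = 0.428 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 5.99e-05 by DESeq2's LRT). When each mouse was left out in turn, the log2 fold change ran from 3.98 to 6.10 for Capn11, from 1.80 to 2.37 for Scand1 and from 1.52 to 2.75 for Pparg.

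**Figure D4:**
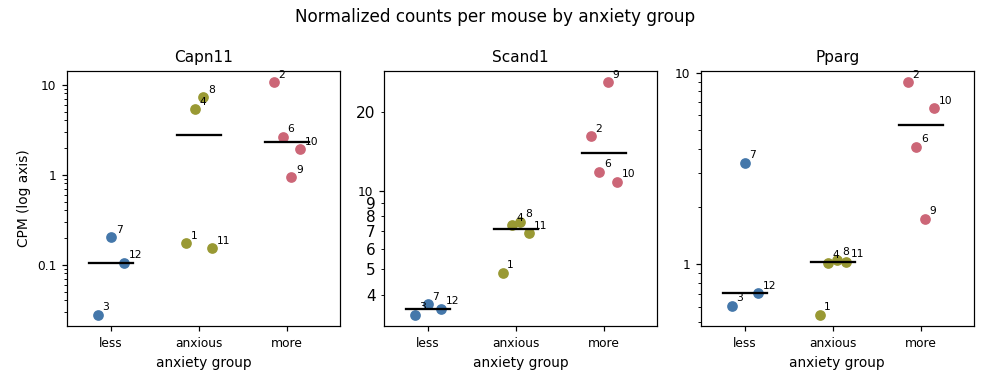
Normalized counts (CPM, log axis) of Capn11, Scand1 and Pparg in each of the 11 mice, by anxiety group on the x axis, with points labeled by mouse number and lines at the group medians. Scand1 separates the 3 groups, while Capn11 divides the 4 anxious mice into 2 high and 2 low values.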

Of note, the highest magnitude of upregulated gene expression changes in the ‘anxious’ cohort implicated calpain 11 (CAPN11) and scan domain containing 1 (SCAND1) together with PPARG, which implicate potential druggable targets in calcium-dependent proteases^24^, and adipogenesis and insulin sensitivity arising from zinc finger domain activation^25,26^, respectively. Conversely, the most downregulated genes observed were KCNJ13 and prolactin (PRL) in the mice that clustered in the high ‘anxiety’ phenotype (Table S1), which implicate potassium voltage-gated family and oxytocin stimulation^27^.

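Prl had the largest fall among the Table S1 genes, followed by Gh and Kcnj13. Kcnj13 (chromosome 1, 87386363 to 87394729, GRCm38), which lies within Gigyf2 on the other strand, had 4.201 ± 0.964 CPM in less anxious (SD, n = 3), 0.771 ± 0.584 in anxious (SD, n = 4) and 0.460 ± 0.497 in more anxious mice (SD, n = 4). The log2 fold change of more against less anxious mice was -3.26 (standard error 0.77, adjusted p = 0.504 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.000643 by DESeq2's LRT). Prl (chromosome 13, 27057570 to 27065205) had a log2 fold change of -4.09 (standard error 1.85, adjusted p = 0.553 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.00229 by DESeq2's LRT). Its counts were 1.06 ± 0.503 CPM (SD, n = 3) in less anxious, 9.81 ± 14.8 (SD, n = 4) in anxious and 0.0703 ± 0.0571 (SD, n = 4) in more anxious mice, so that the highest mean was that of the anxious group. Gh (chromosome 11, 106300271 to 106301865) followed the same order, with a log2 fold change of -3.76 (standard error 1.71, adjusted p = 0.649 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.0434 by DESeq2's LRT). Across the 11 mice, Prl followed the mean of the other pituitary genes Cga, Tshb, Pou1f1 and Dlk1 (Pearson r = 0.783, permutation p = 0.00509; Spearman rho = 0.673, permutation p = 0.0285). Without mice 9 and 11, which had the most extreme marker means, r was 0.718. The adjusted p-values of Kcnj13, Prl and Gh are for any difference among the 3 groups and do not test the falls alone.

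**Figure D5:**
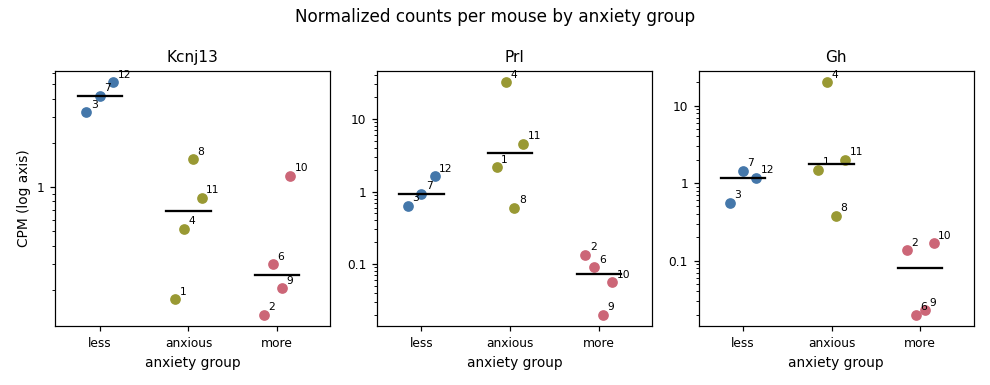
Normalized counts (CPM, log axis) of Kcnj13, Prl and Gh in each of the 11 mice, by anxiety group on the x axis, with points labeled by mouse number, lines at the group medians and values under 0.02 drawn at 0.02. Mouse 4 of the anxious group has the highest Prl and Gh, at 31.9 and 19.9 CPM.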

Next, we used a combination of IPA and Cytoscape to self-assemble protein networks allowing the programs to impute nodes that link genes in the gene signature (Fig. 5b). In this way, we were able to study the known interactions between the genes in the gene signature and create a large interaction network. Nodes within the dataset included HSP70, ATN1, RPS6KB2 and E2F3, which were significantly upregulated in anxious mice and formed important nodes in the protein network (Fig. 5b). 

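The log2 fold changes of more against less anxious mice were positive for Hspa1a, the HSP70 gene of Table S1 (0.80, standard error 0.14), Atn1 (0.45, standard error 0.11) and E2f3 (1.49, standard error 0.38). Hspa1a (chromosome 17, 34969190 to 34972156, GRCm38) had 10.2 ± 0.710 CPM in less anxious (SD, n = 3), 16.3 ± 1.81 in anxious (SD, n = 4) and 17.8 ± 2.34 in more anxious mice (SD, n = 4). It has a near-identical neighbor, Hspa1b, and the division of reads between them is uncertain. E2f3 (chromosome 13, 29906575 to 29986063) rose from 16.2 ± 6.22 CPM (SD, n = 3) to 29.0 ± 13.0 (SD, n = 4) and 53.4 ± 20.3 (SD, n = 4). Atn1 (chromosome 6, 124742544 to 124756524) had 132 ± 64.5 (SD, n = 3), 170 ± 52.0 (SD, n = 4) and 193 ± 44.0 CPM (SD, n = 4), and its values overlapped between the less and more anxious mice. Rps6kb2 had 25.1 ± 5.19 (SD, n = 3), 34.8 ± 9.12 (SD, n = 4) and 49.6 ± 15.2 CPM (SD, n = 4). The adjusted p-values of the 4 genes ran from 0.2004 to 0.562 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 4 passed when adjusted over the 4 alone, as genes from calls on the same mice. With a GC offset, the unadjusted p-value of Atn1 was 0.236 in edgeR. Of the set, 3 of the 4 were under 0.05 by DESeq2's LRT, the exception being Atn1 (adjusted p = 0.0840).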

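Imputed nodes are proteins that the network software adds because they connect genes of the signature, and their own transcripts need not change. The transcripts of Trim25, Ppp1ca, Fam102a and Apoe differed between more and less anxious mice by log2 fold changes of -0.16, 0.08, -0.10 and -0.17, with standard errors of 0.20, 0.10, 0.09 and 0.12. With Esr1 included, the adjusted p-values lay between 0.838 and 0.978 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and none passed when adjusted over the 5 alone or had an unadjusted p-value under 0.05 in that test. The adjusted p-values of the 5 ran from 0.392 to 0.988 by DESeq2's LRT. Apoe was the most abundant, at 1508 ± 372 CPM in less anxious (SD, n = 3), 1416 ± 79.7 in anxious (SD, n = 4) and 1374 ± 149 in more anxious mice (SD, n = 4), and Trim25 the least, at 4.73 ± 0.673 (SD, n = 3), 3.77 ± 0.743 (SD, n = 4) and 4.21 ± 0.526 CPM (SD, n = 4).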

Imputed node proteins were identified in the heat shock, ubiquitin and lipid metabolism families such as TRIM25, PPP1CA, ESR1, HSP90, FAM102A, APOE and JNK.

To provide translational impact, we queried the latest build of the Connectivity Map (cMap) with the ‘anxiety’ signature that we identified, which we previously demonstrated can help link neurological diseases with potential therapeutics^28^. The cMap compares a query gene signature with a database of chemical- and knockout-induced gene expression profiles. In this way, physiological relevance can be inferred by gene expression profile similarity. The gene signature showed significant similarity with gene expression profiles for drugs that regulate opioid signaling (loperamide), the dopaminergic system (verapamil and loxapine) and the adrenergic system (carvedilol, mirtazapine, nadolol, desipramine, labetalol, bisoprolol, sotalol) (Table S3).

Taken together, these evidences resolved a robust and highly interconnected set of genes from ‘anxious’ mice. These genes are highly enriched for known behavioral modulators and significantly identify several important anxiety-related cellular pathways, validating our mathematically derived anxiety platform and identifying potential druggable anxiety targets.

## Discussion

The pharmacologic armamentarium to manage acute anxiety is far from ideal. Antidepressants take weeks to reach maximal effect, thus remain suboptimal in the acute setting. By contrast, barbiturates and benzodiazepines work rapidly, but are rife with risks: encephalopathy progressing to irreversible dementia, ataxia leading to falls and other injuries, and addiction, increasing risk for overdose. One factor in the slow pace of anxiolytic pharmaceutical development is a relative lack of appropriate pre-clinical models, from petri dish to small animal. The efforts described herein merged unbiased, computational methodologies with biological insights to develop a small animal behavior platform for anxiolytic drug development. In the process, this research project has yielded novel insights regarding: (1) ‘anxious’ murine social behavior and (2) molecular heterogeneity of the murine amygdala in ‘anxiety’.

Our research gave shape to a mathematically inspired model of murine anxiety addressing some limitations in extant models (e.g., knock-out mice or mice strains produced through directed evolution) including: ‘anxiety’ behavior that is exaggerated as compared to human behavior, or comorbid with other disorders, for instance ‘autism’. To do this, we measured basal anxiety in three isogenic mouse strains (C57/BL6, DBA/2J and BALB/C) and identified C57/BL6 as exhibiting the greatest range in ‘anxiety’ phenotypes. These results confirm those of other laboratories, as well as an emerging hypothesis in the literature that isogenic mice manifest significant inter- and intra-strain differences in ‘anxiety’^29^. We subjected C57/BL6 mice to ‘anxiety’-provoking stimuli and employed mathematical modeling to identify behavioral assays and metrics that best distinguish ‘anxious’ and ‘non-anxious’ mice^29,30^. By design, our ‘anxiety’ measure battery excluded traumatic stimuli such as stress-induced hyperthermia^31,32^ or challenge with a snake^33^. We believe that our ‘anxiety’ model based on three tests of behavior, and associated psychometric parameters, has wide-ranging applicability in situational anxiety management and may prove useful in in-vivo testing of anxiolytic compounds.

In the process of refining this new murine model for ‘anxiety’, we arrived at a more nuanced understanding of murine ‘social anxiety’ than currently exists in the literature. Classic interpretations of SITs assume greater ‘anxiety’ as time spent engaging in social behavior decreases^34^. To the best of our knowledge, however, SITs have rarely been coupled with other anxiety measures in experiments. When we did couple ‘social anxiety’ measures with other ‘anxiety’ measures, we found that mice who score in the ‘anxious’ range on other ‘anxiety’ measures spend more time, not less, with a stranger mouse. While our experimentation was not designed to elucidate why this might be the case, ethologically relevant interpretations can be made, for instance, counterphobic social tendencies or a desire “to keep [potential] enemies close”. Additional experimentation is necessary to investigate further.

On a molecular level, our analyses identified several novel findings deserving of further exploration. We detected upregulation of several genes associated with synaptic plasticity: NXPH3, NRGN and NRXN2. 

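Nrgn (chromosome 9, 37544492 to 37552904, GRCm38) had 582 ± 205 CPM in less anxious (SD, n = 3), 921 ± 214 in anxious (SD, n = 4) and 1083 ± 156 in more anxious mice (SD, n = 4). Nrxn2 (chromosome 19, 6418731 to 6544169) had 287 ± 75.7 (SD, n = 3), 342 ± 36.8 (SD, n = 4) and 491 ± 55.6 CPM (SD, n = 4). Nxph3 (chromosome 11, 95509845 to 95514570) was less abundant, with 5.54 ± 0.827 (SD, n = 3), 6.61 ± 1.49 (SD, n = 4) and 13.5 ± 6.45 CPM (SD, n = 4). For each gene, every more anxious mouse lay above every less anxious mouse. The log2 fold changes were 0.86 (standard error 0.17) for Nrgn, 0.74 (standard error 0.14) for Nrxn2 and 1.27 (standard error 0.35) for Nxph3. Adjusted p-values were 0.338, 0.230 and 0.525 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00317, 0.000517 and 0.00761 by DESeq2's LRT with the same adjustment. All 3 passed when adjusted over the 3 alone, which is no independent test of genes called in the same mice.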

NXPH3 is expressed in glutamatergic neurons and is thought to tune excitatory synaptic transmission^35^. NRGN is a schizophrenia risk gene and fragile-X mental retardation protein (FMRP) target that is involved in memory formation^36^. NRXN2 is a schizophrenia and autism risk gene that is important for determining synaptic shape^37^. We used network analysis to identify major nodes that connect a number of changed genes that we detected and identified ESR1, the gene that codes for the estrogen receptor α protein. 

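Esr1 (chromosome 10, 4611593 to 5005614, GRCm38) had between 300 and 867 estimated counts in each of the 12 amygdala libraries. Its mean over the 11 mice of the groups, 13.4 CPM, was at the 65.0th percentile of the 26963 genes tested. The level was 10.9 ± 3.03 CPM in less anxious (SD, n = 3), 17.4 ± 6.49 in anxious (SD, n = 4) and 11.4 ± 3.44 in more anxious mice (SD, n = 4). The log2 fold change of more against less anxious mice was 0.10, smaller than its standard error of 0.34, and ranged from -0.11 to 0.29 when each mouse was left out in turn. DESeq2's LRT across the 3 groups gave Esr1 an unadjusted p of 0.0261 (adjusted p = 0.392).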

ESR1 is highly expressed in the amygdala and mediates, in part, the cellular responses to neurosteroid estradiol (neuronally synthesized estradiol). Estradiol has been shown to have profound effects on neuronal excitability and synaptic structure^38,39^. Taken together, these data indicate that differences in neurosteroid estrogen levels may play a role in the basal levels of anxiety in mice by mediating physical changes in synaptic structure and therefore neuronal excitability.

Estradiol also modulates the production of other hormones, such as prolactin^40,41^. 

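Prl was counted at 0, 2, 3 and 6 reads in the 4 more anxious mice, at 23, 37 and 62 reads in the 3 less anxious mice and at 22, 75, 151 and 1222 reads in the 4 anxious mice. Mouse 5 had 0 reads. At the depth of these libraries, 0 reads shows only that fewer than about 3 reads were present. Every less anxious and anxious mouse had more Prl reads than every more anxious mouse.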

In our experimentation, downregulation of the prolactin gene was observed in the murine amygdala during stress. Prolactin, a hormone tied to pregnancy and breast-feeding, is generally thought to be peripherally upregulated in the anxious state; however, this finding is tied to pituitary release. Prolactin’s function in the amygdala is uncertain^42^. One hypothesis is that this neuropeptide functions as an anxiolytic in regulation of the neuroendocrine stress axis during the peripartum period^42^. Given that our study exclusively relied on nulliparous female mice, replicating the experiment in pregnant females and male rodents is necessary and may reveal important sex and developmental differences in physiologic reactions to stress.

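Adgrl4 (chromosome 3, 151437887 to 151545086, GRCm38) had 16.9 ± 7.94 CPM in less anxious (SD, n = 3), 11.0 ± 1.93 in anxious (SD, n = 4) and 8.11 ± 2.38 in more anxious mice (SD, n = 4). The log2 fold change of more against less anxious mice was -1.07 (standard error 0.27, adjusted p = 0.553 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.0335 by DESeq2's LRT). The value in Table S1 is the paper's log ratio of -1.03. When each mouse was left out in turn, the log2 fold change stayed between -1.25 and -0.64.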

Finally, a G-protein coupled receptor (GPCR), ADGRL4, is significantly upregulated in the anxious murine state. Interestingly, the ADGRL4 gene has been shown to be estrogen responsive^43^. This receptor is known to be associated with angiogenesis^44^ but until now has no known connection with anxiety states. Our early experimentation suggests that ADGRL4 agonism might hold utility in the management of acute anxiety. Future research endeavors should investigate the activity of this GPCR in subregions of the amygdala as compared to other control regions of the mouse brain.

The results described in this study suggest further investigation of the target genes to understand the functional role of proteins identified from the transcriptional profile, and the amygdalar subregions in which they function, is warranted. Moreover, the relative contribution of anxiety-related genes, identified here, should be understood across other subregions of the brain using similar molecular interrogation approaches. Nonetheless, this work describes a group of effective assays to identify mice with high baseline anxiety that may serve as a representative model of trait anxiety.

## Methods

### Animals

This research used age-matched female C57BL/6, DBA/2J and BALB/cJ mice (*N* = 12 per strain). Animal behavior tests were performed on a single occasion. No specific statistical test was performed to determine sample size. Rather, consultation from bioinformaticians and other experts in the field were considered in order to arrive at a sample size that would allow for reasonable stratification of mice into unique cohorts, and subsequently allow for reasonable statistical measurement of gene transcriptional differences. Mice were introduced to behavior testing (described below) in random order. Sequencing analyses were performed in a single batch. Mice were purchased from Jackson Labs at 7 weeks and allowed to acclimate to the laboratory environment for 2 weeks prior to testing. At 9 weeks of age, they were exposed to the EPM; at 10 weeks, the black/white box; and at 11 weeks, the three-chamber social interaction experiment. Mice were allowed at least 20 min to acclimate to each testing environment, which was carefully engineered to be quiet and free of distraction. In all cases, where necessary and possible, the ‘operator’ was ‘blinded’ to the treatment conditions. The three experimental conditions are explained in greater detail below. All in vivo experiments were performed in compliance with IACUC protocol approved through Harvard Medical School and Brigham and Women’s Hospital, and in accordance with institutional guidelines, supervised on-site by veterinary staff.

### Behavior tests

#### Elevated plus maze

This experimental model was used to assess emotional behavior and levels of general anxiety in mice. The EPM consists of two open and two closed arms extended out from a central platform. A camera, mounted from the ceiling, allowed the experimenters to observe murine behavior from outside the testing chamber. A computer-assisted video-tracking system (TopScan software, CleverSys Inc.) was used to record the number of open and closed arm entries as well as the total time spent in the different maze compartments over the course of 5 min. The percentage of time spent in open arms was used as a surrogate measure for anxiety-like state using the following formula: (open/open + closed) × 100. The EPM was performed under bright light. The start location of the EPM was on an open arm (around mid-way up the arm) with the mouse facing toward the center of the maze.

#### Light/dark box

Developed by Crawley and Goodwin^45^, the LD box highlights the ethological conflict between an animal’s desire to explore a new environment, and yet remain shielded from predators. Our apparatus consisted of two equally sized chambers, one dark and one brightly illuminated (700–800 lux), with a small opening connecting the two (Med Associates Dark Box Insert for Mouse Open Field Activity, Product Number: ENV-511). A mouse was allowed over 10 min to move freely between chambers and the number of entries into the bright chamber and the duration of time spent there was used as indices of bright-space anxiety in mice. Note: the experiment is initiated with the mouse in the light side of the box.

#### Three-chamber social interaction

A three-chambered rectangular apparatus (62 cm × 40 cm) made of clear plexiglass was used to evaluate social preference. Test mice were first placed in the middle chamber and allowed to explore all three chambers for 10 min. After this habituation period, the test mouse was confined to the center chamber while an unfamiliar female mouse of the same strain, that had no prior contact with the subject mouse, was confined to a random, counterbalanced side chamber in a small wire cup. The test mouse was then allowed to explore the entire test apparatus for a 10-min session. The amount of time spent in each chamber and the time spent in close proximity to either the empty cup or the cup with the stranger mouse, was scored by an automated video-tracking system (TopScan software, CleverSys Inc., Reston, VA). Decreased duration spent near the stranger mouse as compared to the empty cup was used as a measure of social anxiety.

The EPM is used to assess general anxiety levels in mice. The LD highlights the ethological conflict between an animal’s twin desires to explore new environments while also remaining shielded from predators. The SIT test evaluates social preference.

### Stratification of isogenic mouse strains based on 12-parameter behavior model

Four parameters were defined from the EPM experiment: (1) the time in seconds spent in open arm of EPM (EPM Time in Open Arm); (2) the number of times a mouse entered the open arm of EPM (EPM Open Entry); (3) the number of times a mouse entered the closed arm of EPM (EPM Closed Entry); and (4) the number of times a mouse entered either arm of EPM (EPM Total Entry). Two parameters were defined from the black/white box include the percentage of total distance traveled spent in the lighted portion of the box (B/W Distance Traveled in Light) and the percentage of total time spent in the lighted portion of the box (B/W Time Traveled in Light). The six parameters from the social interaction (SI) experiment included: SI_3M (first 3 min in the box), SI_5M (first 5 min in the box), SI_10M (first 10 min in the box), SI_3M_Group (first 3 min in the group), SI_5M_Group (first 5 min in the group) and SI_10M_ Group (first 10 min in the group).

For each mouse subtype, we first analyzed the distributions of the values for each of the metrics integrated to identify those that manifest bimodal distributions (suggesting an ability to differentiate between mice with ‘anxiety’ behaviors and mice without). Next, each of the data points was centered and standardized to zero mean and unit variance, using a *z*-score transformation. For each of the mice subgroups, principal components were obtained. These represent the linear combinations of metrics that best describe the variability between the individual mice. We sought to find, across all metrics we considered, the strongest differentiators of phenotype, with equal weighting to all parameters. Moreover, to facilitate this, prior to implementing the principal components analysis, all data from all psychometric testing was standardized to mean 0 and variance 1 to ensure comparability at the same scales; it was after this analysis that the SIT emerged as a key differentiator in psychometric phenotype. That is, when performing analysis for PCA to identify mouse subgroups, we were careful to define principal components in an unbiased manner so that downstream analyses would not be biased by our group stratification. After ensuring that the first two principal components carried the majority of the variance between the individual mice with respect to these metrics, we were able to show a clustering into two distinct groups of mice. This was used to define the mice with behaviors more representative of “anxiety,” as opposed to those with behaviors less representative of “anxiety”. To ensure that the principal components we used for the separation into subgroups were in keeping with our initial hypotheses of how anxiety-like behaviors would manifest, we visualized the original variables in the principal component space. This facilitated an understanding of which results of psychometric testing were more discriminatory between the anxiety-like behaviors of the mice.

### Neurosurgery

An Institutional Animal Care and Use Committee-approved rapid decapitation procedure was employed in the absence of neurological sedatives, carbon dioxide suffocation or anesthesia. A trained neurosurgeon isolated amygdala following a stereotaxic dissection protocol that harnessed murine brain geometry. Amygdala was defined according to a mouse stereotaxic atlas. A dissection microscope was employed for the dissection. Brains were gently removed from the skull and stripped of the meninges. Next, brains were submerged in RNAase-free phosphate-buffered saline and mounted on a vibratome. Cuts were made at bregma −1 mm and −2.75 mm. The resulting slice was then placed with the caudal aspect facing upward. Areas identified as amygdala were removed (1–3 mm lateral from the midline and 0–1 mm from basal to apical). Bilateral amygdalar Vibratome 1000-sliced biopsy tissue was homogenized, bathed in RNAase-free phosphate-buffered saline, and centrifuged. The precipitate was then extracted and snap frozen in liquid nitrogen. The tissue was placed in Trizol (Thermo Fisher). Ribonucleic acid was extracted using the phenol–chloroform phase separation and prepared for subsequent RNA Library preparation.

### RNA Library preparation and sequencing

RNA libraries were prepared using Illumina TruSeq Stranded mRNA sample preparation kits from 500 ng of purified total RNA according to the manufacturer’s protocol. The resultant dsDNA libraries were quantified by Qubit fluorometer, Agilent TapeStation 2200, and RT-qPCR using the Kapa Biosystems library quantification kit according to manufacturer’s protocols. Uniquely indexed libraries were pooled in equimolar ratios and sequenced on a single Illumina NextSeq500 run with single-end 75 bp reads by the Dana-Farber Cancer Institute Molecular Biology Core Facilities.

### RNA-Seq read mapping and expression level estimation

All samples were processed using an RNA-seq pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure library generation and sequencing data were suitable for further analysis. If necessary, adapter sequences, as well as other contaminant sequences such as polyA tails and low-quality sequences were trimmed from reads using cutadapt^46^. Trimmed reads were aligned to the UCSC build mm 10 of the mouse genome using STAR^47^. Quality of alignments was assessed by checking for evenness of coverage, rRNA content, genomic context of alignments, complexity and other quality checks. Expression quantification was performed with Salmon^48^ to identify transcript-level abundance estimates and then collapsed down to the gene-level using the R Bioconductor package tximport^49^.

### Statistical analyses and classification of anxious mice

Statistical analysis was performed using Prism software (GraphPad) determined by two-tailed Student’s *t*-test used to identify statistical significance between individual groups with similar variance.

For initial exploratory analysis, filtering was applied to the full normalized counts matrix. Low expressers (bottom 25% based on average expression) were removed and of those only the most variable genes (the upper quartile based on coefficient of variation) were retained. PCA was used to identify sample AG5 as a clear outlier (Supplementary Fig. 2). This sample was removed and downstream analyses were performed on the remaining samples using all 47,729 genes in the original counts matrix.

To tie together the behavioral data to the molecular phenotypic variability data, correlations were computed for all psychometric test metrics against the first five principal components from the PCA post-outlier removal. The variables incorporated include: from the EPM, total entries and percentage of time spent on the open arms; from the black/white box experiment, percentage of time spent in the light and percentage of distance spent in the light; from the three-chamber social interaction experiment, percentage of time spent in the box beside the stranger mouse in the first 3, 5 and 10 min of the experiment. Based on a high correlation of PC2 with several of the metrics (LD and EPM), we used PC2 as a proxy for these metrics in our model fit. Rather than using PC2 as a continuous variable, we separated values in tertiles to classify groups of “less anxious”, ‘anxious’ and “more anxious”. Additionally, because we observed PC1 to explain 21% of the variance in the data, and observed slight negative correlations with the box:zone ratios, we included it as a covariate in the model to control for this effect.

Differentially expressed genes were identified using the LRT as part of the R Bioconductor package DESeq2 (ref. ^50^). Significant genes were obtained using an FDR threshold of 0.05. Genes were separated into clusters based on similar expression profiles across the defined anxiety groups.

### IPA, cytoscape and cMap analysis

Differentially expressed genes were used to create an ‘anxiety’ gene signature of 202 well-characterized genes as described above. This was analyzed using core IPA to identify the involvement of biological pathways in an unbiased manner. Gene lists were matched to the IPA curated database of canonical signaling pathways and used to detect significantly represented biological pathways (*p* < 0.05). Next, the individual genes were matched to their ontological terms using IPA. The most over-represented ontologies were identified (behavior, emotion, learning, rearing, cognition) and protein network diagrams showing the genes for each of these ontological classes were created using Cytoscape. IPA was then used to build networks of known interactions between the protein products of the differentially expressed genes in the signature. IPA was allowed to impute highly connected protein nodes that connected directly to genes present in the gene signature in order to create a large protein network. The subsequent network was visualized in Cytoscape. Finally, we used the 202 gene ‘anxiety’ signature to query the latest version of the Connectivity Map (cMap) (https://clue.io/). Comparisons were carried out according to refs. ^51,52^ and the top 15 perturbagens with the most matching profiles were selected.

## Supplementary information

Supplemental Figure Legends

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

## Data Availability

RNA sequencing files can be accessed in the GEO Accession database under the ID: GSE132457 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132457).

## References

[1] Bandelow B, Michaelis S (2015). Epidemiology of anxiety disorders in the 21st century. Dialogues Clin. Neurosci..

[2] De Bellis MD (2000). A pilot study of amygdala volumes in pediatric generalized anxiety disorder. Biol. Psychiatry.

[3] Gross C, Hen R (2004). The developmental origins of anxiety. Nat. Rev. Neurosci..

[4] Babaev O, Piletti Chatain C, Krueger-Burg D (2018). Inhibition in the amygdala anxiety circuitry. Exp. Mol. Med..

[5] Steimer T (2011). Animal models of anxiety disorders in rats and mice: some conceptual issues. Dialogues Clin. Neurosci..

[6] Fernandez SP, Gaspar P (2012). Investigating anxiety and depressive-like phenotypes in genetic mouse models of serotonin depletion. Neuropharmacology.

[7] Peca J (2011). Shank3 mutant mice display autistic-like behaviours and striatal dysfunction. Nature.

[8] Lezak KR, Missig G, Carlezon WA (2017). Behavioral methods to study anxiety in rodents. Dialogues Clin. Neurosci..

[9] Gafford GM, Ressler KJ (2016). Mouse models of fear-related disorders: cell-type-specific manipulations in amygdala. Neuroscience.

[10] Leal PC, Goes TC, da Silva LCF, Teixeira-Silva F (2017). Trait vs. state anxiety in different threatening situations. Trends Psychiatry Psychother..

[11] Zhang Y (2011). Proteomic and metabolomic profiling of a trait anxiety mouse model implicate affected pathways. Mol. Cell. Proteom..

[12] Bourin M (2015). Animal models for screening anxiolytic-like drugs: a perspective. Dialogues Clin. Neurosci..

[13] Crawley JN (1997). Behavioral phenotypes of inbred mouse strains: implications and recommendations for molecular studies. Psychopharmacology.

[14] Crawley JN, Davis LG (1982). Baseline exploratory activity predicts anxiolytic responsiveness to diazepam in five mouse strains. Brain Res. Bull..

[15] Kaidanovich-Beilin, O., Lipina, T., Vukobradovic, I., Roder, J. & Woodgett, J. R. Assessment of social interaction behaviors. *J. Vis. Exp.*10.3791/2473 (2011).10.3791/2473PMC319740421403628

[16] File SE (1980). The use of social interaction as a method for detecting anxiolytic activity of chlordiazepoxide-like drugs. J. Neurosci. Methods.

[17] Amorapanth P, LeDoux JE, Nader K (2000). Different lateral amygdala outputs mediate reactions and actions elicited by a fear-arousing stimulus. Nat. Neurosci..

[18] File SE, Seth P (2003). A review of 25 years of the social interaction test. Eur. J. Pharm..

[19] Knoll AT, Meloni EG, Thomas JB, Carroll FI, Carlezon WA (2007). Anxiolytic-like effects of kappa-opioid receptor antagonists in models of unlearned and learned fear in rats. J. Pharmacol. Exp. Ther..

[20] Knoll AT (2011). Kappa opioid receptor signaling in the basolateral amygdala regulates conditioned fear and anxiety in rats. Biol. Psychiatry.

[21] Workman JL, Trainor BC, Finy MS, Nelson RJ (2008). Inhibition of neuronal nitric oxide reduces anxiety-like responses to pair housing. Behav. Brain Res..

[22] Sani G (2012). The wnt pathway in mood disorders. Curr. Neuropharmacol..

[23] Risbrough VB, Stein MB (2006). Role of corticotropin releasing factor in anxiety disorders: a translational research perspective. Horm. Behav..

[24] Saido TC, Sorimachi H, Suzuki K (1994). Calpain: new perspectives in molecular diversity and physiological-pathological involvement. FASEB J..

[25] Castillo G (1999). An adipogenic cofactor bound by the differentiation domain of PPARgamma. EMBO J..

[26] Edelstein LC, Collins T (2005). The SCAN domain family of zinc finger transcription factors. Gene.

[27] York N (2017). Oxytocin (OXT)-stimulated inhibition of Kir7.1 activity is through PIP2-dependent Ca(2+) response of the oxytocin receptor in the retinal pigment epithelium in vitro. Cell. Signal..

[28] Smalley JL (2016). Connectivity mapping uncovers small molecules that modulate neurodegeneration in Huntington's disease models. J. Mol. Med (Berl.).

[29] Avgustinovich DF, Lipina TV, Bondar NP, Alekseyenko OV, Kudryavtseva NN (2000). Features of the genetically defined anxiety in mice. Behav. Genet..

[30] Bryant CD (2008). Behavioral differences among C57BL/6 substrains: implications for transgenic and knockout studies. J. Neurogenet..

[31] Olivier B (2002). GABAA-benzodiazepine receptor complex ligands and stress-induced hyperthermia in singly housed mice. Pharm. Biochem. Behav..

[32] Van der Heyden JA, Zethof TJ, Olivier B (1997). Stress-induced hyperthermia in singly housed mice. Physiol. Behav..

[33] Twardowschy A (2013). The role of 5-HT1A receptors in the anti-aversive effects of cannabidiol on panic attack-like behaviors evoked in the presence of the wild snake Epicrates cenchria crassus (Reptilia, Boidae). J. Psychopharmacol..

[34] Bailey, K. R. & Crawley, J. N. in *Methods of Behavior Analysis in Neuroscience Frontiers in Neuroscience* (ed Buccafusco, J. J.); CRC Press/Taylor & Francis (2009).21204335

[35] Born G (2014). Modulation of synaptic function through the alpha-neurexin-specific ligand neurexophilin-1. Proc. Natl Acad. Sci. USA.

[36] Jones KJ (2018). Rapid, experience-dependent translation of neurogranin enables memory encoding. Proc. Natl Acad. Sci. USA.

[37] Sudhof TC (2017). Synaptic neurexin complexes: a molecular code for the logic of neural circuits. Cell.

[38] Mukherjee J (2017). Estradiol modulates the efficacy of synaptic inhibition by decreasing the dwell time of GABAA receptors at inhibitory synapses. Proc. Natl Acad. Sci. USA.

[39] Woolley SM, Gill PR, Theunissen FE (2006). Stimulus-dependent auditory tuning results in synchronous population coding of vocalizations in the songbird midbrain. J. Neurosci..

[40] Gudelsky GA, Nansel DD, Porter JC (1981). Role of estrogen in the dopaminergic control of prolactin secretion. Endocrinology.

[41] Gudelsky GA, Nansel DD, Porter JC (1981). Dopaminergic control of prolactin secretion in the aging male rat. Brain Res..

[42] Cabrera-Reyes EA, Limon-Morales O, Rivero-Segura NA, Camacho-Arroyo I, Cerbon M (2017). Prolactin function and putative expression in the brain. Endocrine.

[43] Schilling J (2015). Machine learning reveals sex-specific 17beta-estradiol-responsive expression patterns in white perch (Morone americana) plasma proteins. Proteomics.

[44] Masiero M (2013). A core human primary tumor angiogenesis signature identifies the endothelial orphan receptor ELTD1 as a key regulator of angiogenesis. Cancer Cell.

[45] Crawley J, Goodwin FK (1980). Preliminary report of a simple animal behavior model for the anxiolytic effects of benzodiazepines. Pharm. Biochem. Behav..

[46] Kechin A, Boyarskikh U, Kel A, Filipenko M (2017). cutPrimers: a new tool for accurate cutting of primers from reads of targeted next generation sequencing. J. Comput. Biol..

[47] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[48] Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

[49] Soneson C, Love MI, Robinson MD (2015). Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. F1000Res.

[50] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[51] Lamb J (2007). The Connectivity Map: a new tool for biomedical research. Nat. Rev. Cancer.

[52] Lamb J (2006). The Connectivity Map: using gene-expression signatures to connect small molecules, genes, and disease. Science.

# Supplementary material for: A computationally inspired in-vivo approach identifies a link between amygdalar transcriptional heterogeneity, socialization and anxiety
**Source:** Transl Psychiatry. 2019 Dec 9;9:336. doi: 10.1038/s41398-019-0677-1
**Supplement:** Supplementary file 1 — Supplemental Figure Legends

**Supplemental information**

Suppl. Fig. 1 Bilateral amygdalar resections

Suppl. Fig. 2 The PCA which indicates sample 5 is a clear outlier

Suppl. Fig. 3: Principal component analysis of behavior metrics.

Suppl. Fig. 4: The negative relationship between PC1 and box:zone ratios from the SIT test

Suppl. Fig. 5: Multi-region brain expression profiles of ‘top hits’ from the IPA canonical pathway (Table S2). A) Normalized expression (NX) from RNA seq obtained from the Human Protein Atlas. “Top hits” from gene expression (GNAI2, EGR4, CLTB, RPS6KB2, POMC and CACNA1A) were input into the Human Protein Atlas to analyze expression in multiple regions of human and mouse brain. Human gene expression represents the consensus normalized expression (NX) by combining the data from two transcriptomics datasets (GTEx and FANTOM5). Mouse RNA seq. based on the HPA RNA seq. tissue data (Human Protein Atlas). B) The expression values of POMC based on in situ hybridization (ISH) available through the 2004 Allen Institute for Brain Science, Allen Mouse Brain Atlas).

Table S1. Gene expression profiles and associated nomenclature for the top and bottom de-regulated genes in ‘anxious’ vs. ‘non-anxious’ C57/BL6.

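Table S1 lists 202 genes with a log ratio, 165 positive and 37 negative. The log ratio was matched by the log2 fold change of more against less anxious mice with the PC1 score as a covariate. For the 27 genes named in the results and discussion or in Table S2 that are also in Table S1, that log2 fold change differed from the log ratio by less than its standard error, and by at most 0.32. By GENCODE M21 biotype, 13 of the 201 genes found by name among the deposited estimated counts were pseudogenes, whose reads are hard to tell from those of their parent genes.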

Table S2. The 202 ‘anxiety’ gene signature was analyzed using IPA core analysis. The genes were matched to proteins in the IPA canonical pathway database and p-values generated based on the degree of representation relative to the number of proteins in the canonical pathway. Only pathways with p<0.05 are displayed with 4 or more genes identified in the pathway.

Table S3. The 202 ‘anxiety’ gene signature was compared to 1.3 million gene expression profiles in the cMap database. The top 15 most similar perturbagens were identified based on the number of matching signatures.

How the deposited data were processed for this re-analysis (not part of the article)

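Amygdala mRNA of 12 female C57/BL6 mice was sequenced on an Illumina NextSeq500 with single-end reads of 75 bp, 1 library per mouse. The authors trimmed reads with cutadapt where needed, aligned them to mm10 with STAR for quality checks, estimated transcript abundance with Salmon and summed it to genes with tximport. The authors deposited the resulting estimated counts (expected counts in the terms of such tools) without normalization, as whole numbers, for 47729 genes and 12 mice. A check found 0 values that were not whole. The paper's text does not state the annotation release, the tool versions or whether the counting used the strand. Gene names, coordinates, GC content and biotypes were taken from GENCODE M21 (GRCm38), in which 47310 of the genes (99.1%) had an entry.

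The anxiety group and the behavior measures of each mouse came from the sample labels, with 3 less anxious, 4 anxious and 4 more anxious mice. Mouse 5 has no group and was left out of the group comparisons. All 12 columns of the deposited estimated counts were used. Totals ran from 31745630 to 45142355 with a median of 36578626 in the 11 mice. A count of 0 shows only that fewer than about 3 reads were present, and such limits cover counting error only.

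Analyses used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The group comparison used edgeR's quasi-likelihood F-test with robust spread estimates, TMM factors and the PC1 score as a covariate, for genes with at least 10 reads in total over 11 mice, and tested both group coefficients together (2 degrees of freedom). Benjamini-Hochberg adjusted p-values under 0.05 were called. DESeq2's likelihood ratio test (LRT) of the same model, the tool that the paper names, was run as well, and its values are given beside edgeR's. CPM values used TMM factors of the 11 mice, and log2 CPM used a prior count of 2. The PCA used DESeq2's variance-stabilizing transform, blind to the groups and without scaling. The exploratory filter of the methods was applied to the genes with a read, and for the PCA also to all 47729 deposited genes, which was added after seeing the data. Correlations were tested with 100000 permutations, and trends of the behavior measures over group order (0, 1 and 2) with exact permutation tests, all two-sided. Genes were also tested against each of 7 behavior measures as a standardized number with edgeR.

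The genes to be named were chosen by rule as all genes that the paper names from its RNA sequencing, including 5 imputed nodes, Gh and Rgs9 from its supplementary tables, the other genes of its nitric oxide, PCP and corticotropin pathways, and up to 5 called genes with the largest rise and 5 with the largest fall whose values do not overlap between less and more anxious mice. The imputed nodes HSP90 and JNK, each of which stands for several genes, were not analysed here. Genes named outside this rule are marked where they appear.

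The alternatives covered the size factors, the count filter, the test, the robust option, the covariate, the coding of the groups, a GC offset, the transform and filter of the PCA, ranks in place of values, the inclusion of mouse 5 and each mouse left out in turn. The procedures were tested on simulated data with 200 changed genes. edgeR recovered 179 of them with 13 false calls, and DESeq2 192 with 84 false calls. The simulated changes were larger than the log ratios of most Table S1 genes, so recovery at smaller sizes was not measured. In simulated data without any change, edgeR made 1 call and DESeq2 23. The times and distances of Fig. 3g to i and Fig. 4b to d, the pathway, network and Connectivity Map results and the brain atlas data were not analysed here.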

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

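The choices of genes, tests and alternatives were made before the data were examined, except where stated. In this part, both tests of Pgam1-ps2 were chosen only after the result was seen.

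Among 86 groups of 4 mice or more, a single mouse stood apart from the others of its group in 5, where chance gives about 4.3. The measure was the gap to the nearest mouse divided by the range of the group, with a critical value of 0.829 for 4 mice.

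The percentage of open-arm time in the more anxious group had a ratio of 0.927 because of mouse 6 (29.2%, others 2.33% to 4.30%). Mouse 6 also had the highest PC2 score of its group. No technical explanation was tested for a behavior measure, and no biological explanation was tested.

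Pparg in the anxious group had a ratio of 0.946 because of mouse 1, at -0.74 log2 CPM against 0.10 to 0.15 in the others, which lie close together. Pik3r3 in the anxious group had a ratio of 0.856 because of mouse 11, at 5.57 log2 CPM against 5.46 to 5.48. Neither technical nor biological explanations were tested for them.

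Pgam1-ps2 had a ratio of 1.0 in the anxious group (mouse 11) and of 1.0 in the more anxious group (mouse 9), and its highest count, 1707 in mouse 9, is a signal in a gene that the paper does not discuss. It was called across the groups by edgeR although only 2 of the 11 mice had 3 or more reads, so the call may reflect single mice and not a group. The parent gene Pgam1 differed by 0.02 log2 CPM between mice with and without Pgam1-ps2 reads. Since Pgam1 had 13567 to 20681 reads in mice 11 and 9, reads moved from the parent to the pseudogene could not be ruled out. The pattern cannot be told apart from this explanation.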

How the results depend on the processing

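No test in this part was chosen after the result was seen, but the DESeq2 LRT with a GC offset and the exploratory filter over all deposited genes were alternatives chosen after seeing the data. The exploratory filter otherwise covers genes with a read. No paired analysis was possible because each mouse gave 1 library and no mice were matched between groups. For values that changed, the cause was not tested.

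PC1 carried 15.5% of the variance with log2 CPM, 27.1% with the exploratory filter (29.9% over all deposited genes), 16.1% with scaled genes and 21.3% with rlog. PC2 carried 13.0% with log2 CPM, 12.9% with scaled genes, 16.1% with rlog and 12.3% with the exploratory filter over all deposited genes. PC1 to PC5 carried 59.5%, 69.3%, 60.2% and 71.1% with log2 CPM, the exploratory filter, scaled genes and rlog.

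The correlation of PC2 with open-arm time was 0.446 with the exploratory filter (0.392 over all deposited genes), 0.531 with scaled genes and 0.581 with rlog, no longer under a permutation p of 0.05. PC2 with scaled genes had a Pearson r of only 0.0715 with the PC2 reported, so its values describe another axis. Under other settings that threshold was passed by time in the light as Spearman's rho (0.627), distance in the light with rlog (0.632), total entries on that other axis with scaled genes (0.704) and the correlation of PC1 with box:zone ratio at 10 min with log2 CPM (-0.613). With each mouse left out in turn, the correlation of PC2 ran from 0.352 to 0.741 for time in the light, from 0.474 to 0.695 for distance in the light, from 0.576 to 0.787 for open-arm time and from 0.327 to 0.543 for total entries. That of PC1 with the box:zone ratio ran from -0.725 to -0.458 at 3 min, from -0.727 to -0.0937 at 5 min and from -0.730 to -0.193 at 10 min. Open-arm time stayed under a permutation p of 0.05 in 7 of these 11 fits (permutation p up to 0.0801). That threshold was also passed by distance in the light in 3 fits (permutation p down to 0.0249), by time in the light in 1 (without mouse 6, permutation p = 0.0147) and by the ratio at 3, 5 and 10 min in 1 each (without mouse 8, permutation p = 0.0283, 0.0131 and 0.0118).

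The trend over the groups ran from -0.718 to -0.0321 for time in the light, from -0.731 to -0.243 for distance in the light, from -0.890 to -0.451 for open-arm time, from -0.593 to -0.238 for total entries and from 0.0698 to 0.647 for the box:zone ratio at 3 min. It ran from -0.380 to 0.173 at 5 min and from -0.430 to 0.158 at 10 min, where leaving out mouse 3 reversed both trends. The trend of the change from 3 to 10 min ran from -0.878 to -0.638.

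The edgeR test called 2 genes, 2 higher and 0 lower in more anxious mice, 1 of them in Table S1, with 1713 at an unadjusted p under 0.05. DESeq2's LRT called 195 (164 higher, 31 lower, 173 in Table S1), and with a GC offset 138 (108 higher, 30 lower, 109 in Table S1). With the PC2 score in place of the groups, edgeR called 118 (68 higher, 50 lower, 42 in Table S1), with the groups as a number 22 (19 higher, 3 lower, 16 in Table S1), with any read 9 (6 higher, 3 lower, 3 in Table S1) and without the robust option 1 (1 higher, 0 in Table S1). It called 0 genes with filterByExpr (1486 at an unadjusted p under 0.05), without the PC1 covariate (1610) and with PC1 after the exploratory filter (1928). Across the 11 fits that each left out a mouse, from 0 to 4 genes were called, from 0 to 4 higher, from 0 to 1 lower and from 0 to 3 in Table S1. The PC2 score was computed from the counts of the same mice, so its 118 calls are no independent evidence. RLE size factors left the count at 2. The GC offset with edgeR also gave 2, but CAAA01147332.1 has no GC value and was not corrected, and Pgam1-ps2 had reads in 2 mice, so this count says nothing about GC content.

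Genes associated with time in the light numbered 2, and 1 with 12 mice, 0 with the PC1 covariate (1241 at an unadjusted p under 0.05), 14 with DESeq2 and 4 with any read. For distance in the light and total entries, DESeq2 gave 26 and 42 in place of 0 (1565 and 1879 at an unadjusted p under 0.05 with edgeR). For open-arm time, 12 mice, RLE size factors and any read gave 1 each and DESeq2 gave 43. At 3 min the count of 4 became 2 with the PC1 covariate, 164 with DESeq2 and 11 with any read. At 5 min the count of 3 became 6 with 12 mice, 0 with the PC1 covariate (1521 at an unadjusted p under 0.05), 43 with DESeq2 and 7 with any read. At 10 min the count of 6 became 5 with 12 mice, 2 with the PC1 covariate, 112 with DESeq2 and 10 with any read.

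Under the alternatives that give a coefficient of more against less anxious mice, there were 692 values for 33 named genes. Of these, 635 kept their direction and side of the threshold, 17 were weaker, 36 stronger and 4 reversed. Of the 36 stronger values, 21 came from DESeq2's LRT and 2 from fits that left out a mouse. The others came from DESeq2's LRT with the GC offset or from the groups as a number. As 31 of the 33 genes were not called by edgeR, staying above the threshold was nearly the only outcome open to them and shows no stability. All 17 weaker values belong to the 2 called genes, 11 to CAAA01147332.1, whose adjusted p ran from 3.57e-12 to 0.151 over its edgeR and DESeq2 alternatives, and 6 to Pgam1-ps2. Reversed were Esr1, which ran from -0.11 to 0.29 with each mouse left out, with the groups as a number (-0.0002), without mouse 2 (-0.11) and without mouse 12 (-0.09), and Pgam1-ps2 with PC1 after the exploratory filter (-5.13). The PC2 score in place of the groups gives a slope and no such coefficient, and its value for Esr1 was also negative (-0.02). Low counts limit the genes with few reads, such as Prl with 0 to 6 reads in the more anxious mice.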

Differences from the paper's values

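No test in this part was chosen after the result was seen, apart from the DESeq2 LRT with a GC offset and the exploratory filter over all deposited genes, which were chosen after seeing the values.

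For genes changed across the 3 groups, edgeR called 2 against the paper's 209. Higher in more anxious mice were 2 against the paper's 172, and lower 0 against the paper's 37, with 1713 genes at an unadjusted p under 0.05. Of the paper's 202 genes in Table S1, 1 was called. Of the alternatives set before the data were examined, DESeq2's LRT, the test that the paper's methods name, closed each gap, with 195 genes, 164 higher, 31 lower and 173 of Table S1. The PC2 score, computed from the same counts and so no independent test, was used in place of the groups. It closed the gap for the lower genes (50 against the paper's 37). The gaps for the total (118), the higher genes (68) and Table S1 (42) stayed open. RLE size factors, filterByExpr, genes with any read, the robust option, the covariate choices, the groups as a number, the GC offset and each mouse left out closed none of them. With DESeq2 and the GC offset, chosen after seeing the values, the total was 138 and the Table S1 genes 109, while the lower genes (30) were within 1.5 times the paper's 37.

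PC1 to PC5 carried 59.5% to 71.1% of the variance over the settings, below the share that the paper states for its top components. The paper describes mouse 5 as a clear outlier in the PCA. With the exploratory filter over genes with a read, its median distance to the other mice (40.1) was the largest of the 12 mice. With that filter over all deposited genes it was 23.3, below the 24.2 of mouse 9.

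The paper states that Adgrl4 was upregulated in the anxious state. Its log2 fold change of more against less anxious mice was -1.07, and the paper's Table S1 also lists it as lower. The paper names Kcnj13 and Prl as the most downregulated genes. By log2 fold change Gh (-3.76) lay between Prl (-4.09) and Kcnj13 (-3.26). The paper names Capn11, Scand1 and Pparg as the largest rises. Gm10132 (2.91) and Gm4459 (1.94), named only for their place, lay between them. The paper's own log ratios in Table S1 have the same order in both cases, so these differ from the paper's wording and not from its values.

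The paper reports the genes of its pathways, networks and synaptic group as significant, and edgeR called none of those genes at an adjusted p under 0.05, although all Table S1 genes with an entry (201) had an unadjusted p under 0.05. DESeq2's LRT called Scand1, Pparg, Kcnj13, Prl, Gh, Gnai2, Egr4, Cltb, Rps6kb2, Cacna1a, Hspa1a, E2f3, Nxph3, Nrgn, Nrxn2, Adgrl4, Pik3r3, Adrb1, Pfn1, Jund and Junb. The PC2 score in place of the groups called Scand1, Egr4, Cacna1a, Atn1, Nrgn, Nrxn2 and Jund. As that score was computed from the same counts, its calls are no independent evidence. The groups as a number called Scand1 and Jund, and the fit without mouse 10 called Scand1 and Gnai2. The GC offset with DESeq2, chosen after seeing the values, called Scand1, Pparg, Kcnj13, Prl, Gnai2, Cacna1a, Hspa1a, E2f3, Nxph3, Nrgn and Jund. No setting called Capn11, Pomc, Vegfb or Rgs9.

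The paper states that the LD and EPM measures followed the expected order of the groups. The means did, and so did the medians except for total entries (26.0 in anxious and 26.5 in more anxious mice), but the trends had exact permutation p-values of 0.0906 to 0.606. Without mouse 6, the exact permutation p-values were 0.00143 for open-arm time, 0.0176 for distance in the light and 0.0186 for time in the light. The trend in total entries passed in no fit. As the groups were made from PC2, chosen for its correlation with these measures, these p-values are no independent test.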

Other observations

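In this part, the tests of PC2 against the GC trend, of the random splits against PC2 to PC5 and of the genes with a read in mouse 5 were chosen only after the result was seen.

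Of 100 splits of the 11 mice into groups of 3, 4 and 4, the real one included, 21 gave at least as many genes by edgeR's test, and 6 gave at least 195 by DESeq2's LRT. The random splits gave a median of 39 genes by DESeq2, with a range of 2 to 328. Neither count is below the share of 5 in 100, so that a chance division of the mice may give as many genes. As the groups were made from PC2 of the same data, the count could rise with the separation of PC2. Over the random splits, Spearman's rho of the count with the R2 of PC2 was 0.28 for edgeR (permutation p = 0.00552) and 0.22 for DESeq2 (permutation p = 0.0263), too small to decide. With the summed R2 of PC2 to PC5, rho was 0.67 for DESeq2 (permutation p = 1e-05, the smallest that the permutations can give) but 0.09 for edgeR (permutation p = 0.397), where the counts of the random splits ran only from 0 to 7 with a median of 1 and cannot decide. For the genes at an unadjusted p under 0.05 it was 0.76 for both edgeR and DESeq2 (permutation p = 1e-05). These values other than edgeR's 0.09 are consistent with the hypothesis that groups lying along leading components of the same data yield more genes.

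PC2 may also reflect how the tissue was dissected. Its Pearson r was -0.80 with the mean of cortex markers (permutation p = 0.00369), with a rho of -0.564 (permutation p = 0.0768), and -0.452 without mice 3 and 9, so the relation rests in part on those mice. A different share of cortex in the samples therefore remains as a hypothesis. The r was 0.02 with striatum markers, which goes against a different share of striatum, and -0.53 with hippocampus markers, -0.45 with the total count and -0.53 with the GC trend of each library, none of which decides. For hippocampus markers, total count and GC trend, rho over all 11 mice was -0.273, -0.191 and -0.391 (permutation p = 0.416, 0.577 and 0.238). Without the 2 mice most extreme in each measure (3 and 4, 2 and 9, and 3 and 12), r became -0.0219, 0.321 and -0.0161. Each relation therefore rests on its 2 mice, and that with the total count changed sign without them. Over all 11 mice, however, PC2 cannot be told apart from these explanations. A biological difference between the groups was not separable from these.

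The rising Table S1 genes had a median GC content of 58.3%, against 49.6% in random lists matched on expression (47.0% to 52.2%), and a median length of 2173 against 3545 bases. The falling genes had 46.0% against 49.2%. A GC offset kept 116 of the 195 genes called by DESeq2, so GC content does not fully account for the calls. For the calls that were lost, a GC bias could not be told apart from a change with the groups.

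Prl had a Pearson r of 0.78 with the mean of other pituitary markers, and Gh a weaker r of 0.61. Pituitary tissue in some samples is therefore a candidate explanation for the order of Prl and Gh. The marker means of the more anxious mice 2, 9 and 10 (-0.32, -1.109 and -0.584) lay below those of all less anxious mice. That of mouse 6 (-0.06), also more anxious, lay above the less anxious mice 7 and 12 (-0.284 and -0.116). For Kcnj13, r with choroid plexus markers was -0.1 (permutation p = 0.780), which goes against choroid plexus tissue. With a GC offset in edgeR, the log2 fold changes of Prl, Gh and Kcnj13 were -4.04, -3.83 and -3.23, against -4.09, -3.76 and -3.26 without it. A GC bias therefore did not account for the size of these falls, although Gh had an adjusted p of 0.0583 by DESeq2's LRT with that offset. Other technical explanations for these genes were not tested.

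Mouse 5 had a total of 32682574 estimated counts, within the range of the others, so depth does not account for its place. At equal depth it had a read on 23741 genes, against 26106.3 to 27359.9 in the others, which is consistent with fewer distinct transcripts in its library. In 1 set of markers, choroid plexus, it lay 0.896 log2 units below the mean of the others, so a difference in dissection may contribute. No other mouse lay more than 0.753 from the mean of all the rest, mouse 5 included. Against the mean of the 11 grouped mice, mouse 10 lay close to mouse 5 on the same side (-0.765 and -0.896). In the pituitary, striatum, hippocampus, cortex and hypothalamus sets, mouse 5 lay 0.011 to 0.139 from the mean. The farthest other mouse in each lay 0.371 to 1.573 away, so these sets did not set mouse 5 apart. No biological explanation was tested for mouse 5, which has no group.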
